# Derivation of Stem Cell-like Cells From Spherical Culture of Astrocytes for Enhanced Neural Repair After Middle Cerebral Artery Occlusion

**DOI:** 10.3389/fbioe.2022.875514

**Published:** 2022-04-04

**Authors:** Dan Zhu, Zheming Cao, Xiaoyang Pang, Wei Jiang, Chihao Li, Xing Zhang, Xibin Tian, Haijun Tu, Panfeng Wu, Hemin Nie

**Keywords:** astrocyte, neural stem cell, cell transplantation, neural differentiation, tissue regeneration

## Abstract

Neural precursor cells (NPCs) tend to aggregate and develop into three-dimensional (3D) spheres, which in turn help maintain the stemness of the cells. This close relationship between spherical environments and cell stemness direct us to assume that 3D spheres of astrocytes (ASTs) may facilitate the acquisition of stem cell-like features and generate sufficient seed cells for the regeneration of neurons. *In vitro* results confirmed that mouse ASTs cultured on agarose surfaces spontaneously formed cell spheres and exhibited molecular features similar to stem cells, particularly capable of further differentiating into neurons and forming functional synaptic networks with synchronous burst activities. RNA-sequencing results revealed the similarity between AST-derived stem cells (A-iSCs) and NPCs in global gene expression profiles. The potency of A-iSCs in repairing neural injuries was evaluated in a mouse model of middle cerebral artery occlusion. It was observed that the transplanted A-iSCs expressed a series of markers related to neural differentiation, such as NeuN, Tuj1, and Map2, indicating the conversion of the transplanted A-iSCs into neurons in the scenario. We also found that the injured mice injected with A-iSCs exhibited significant improvements in sensorimotor functions after 8 weeks compared with the sham and control mice. Taken together, mouse ASTs form cell spheres on agarose surfaces and acquire stem cell-associated features; meanwhile, the derived A-iSCs possess the capacity to differentiate into neurons and facilitate the regeneration of damaged nerves.

## 1 Introduction

Stroke is globally one of the main causes leading to deaths and disabilities. Thrombolytic treatments are effective, but they can only cover less than 10% of patients with stroke as the therapeutic time window for this type of treatment is extremely narrow (4.5 h after the onset of stroke) (Auriel and Bornstein, 2010). The resident neural precursor cells (NPCs) contribute to ongoing postnatal neurogenesis. In animal models of stroke, i.e., middle cerebral artery occlusion (MCAO), neurological behavioral deficits have been remarkably improved through the transplantation of NPCs (Mack, 2011). A series of engineering strategies have been developed to advance cell therapy treatments. However, the lack of active progenitor cells has restricted the regenerative potential of these cell therapy strategies for neural injuries. Therefore, the development of approaches for obtaining sufficient active progenitor cells is highly demanded in the hope of functional reconstruction of damaged nerve tissues.

Neurons cannot be replenished after damage in the vast majority of the mammalian central nervous system (CNS). As a result, neuronal loss is considered definitive in neurological diseases such as stroke. A series of studies have suggested that NPCs resembling glial cells solely reside in the subgranular zone of the hippocampus and the ventricular subependymal zone. In this sense, the absence or low supply of NPCs in the CNS may have contributed to the limited regeneration of neural injuries in the brain. Astrocytes are glial cells located in all regions of the brain and the most plentiful cells in the human brain (Molofsky et al., 2012; Verkhratsky et al., 2012), which have long been simply considered as supporting components in neural tissues (Sofroniew and Vinters, 2010). However, with increasing evidence, a variety of essential functions have been established for astrocytes in neural development (Eroglu and Barres, 2010; Verkhratsky, et al., 2012). The ready availability and their features such as proliferation and proximity in lineage to neurons make astrocytes an outstanding candidate cell source for NPCs (Amamoto and Arlotta, 2014).

Terminally differentiated somatic cells are capable of being converted into pluripotent stem cells through the forced up-expression of a specific set of transcription factors (Ladewig et al., 2013). However, the involvement of ectopic transgenes bottlenecks their practical application. Alternatively, great attention has been paid to other inducers for cell reprogramming, such as proteins, RNAs (Warren et al., 2010), microRNAs (Anokye-Danso et al., 2011), and defined chemicals (Zhu et al., 2010). In addition, it was found that the cell microenvironment could induce a variety of behavioral changes including proliferation, migration, apoptosis, and differentiation, suggesting that cell reprogramming might be achieved by manipulating the cell microenvironment (Eshghi and Schaffer, 2008). Compared to conventional two-dimensional (2D) cultivation, cells in three-dimensional (3D) environments demonstrate differentiated cell morphology, cell–cell contact, and cell–matrix interactions (Nelson and Bissell, 2006). A series of 3D cell culture systems, such as porous scaffolds and hydrogels, have been developed to facilitate 3D cellular spheres. Recently, self-organized 3D cellular spheres emerge as another 3D cell culture approach by taking advantage of the natural aggregation tendency of some specific cell types, without involving 3D scaffolding materials. Previous studies have suggested the linkage between cellular spheres and cell stemness (Su et al., 2013a; Su et al., 2013b; Caiazzo et al., 2016). This close linkage between 3D cellular spheres and stem cell characteristics prompts us to assume that forming astrocyte spheres may facilitate the acquiring of stem cell-like features and therefore generate sufficient amount of NPC-like cells.

Herein this work, we prepared low-attachment surfaces by coating regular cell culture dishes with agarose and generated 3D spheres of mouse astrocytes through spontaneous aggregations of the cells on agarose surfaces. Astrocytes in spheres showed an upregulation of NPC markers compared with the cells in 2D environments. Subsequently, we transplanted the astrocyte-induced stem cells (A-iSCs) as seed cells into damage sites in MCAO model mice to verify the therapeutic effects of the cells *in vivo*. Histological and physiological analyses revealed that the transplantation of A-iSCs promoted the functional recovery of MCAO mice.

## 2 Materials and Methods

### 2.1 Isolation and Primary Culture of Astrocytes, P56-NPCs and P0-NPCs

Primary astrocytes were isolated from the cerebra of postnatal C57BL/6 mouse from Day 1 to Day 2. After removing the meninges, the cerebral cortex tissues were trypsinized and mechanically disrupted to obtain a single-cell suspension. Cells were centrifugated for 5 min (1,000 rpm), re-dissociated, and cultivated in DMEM, and then supplemented with 10% fetal bovine serum for 24 h. The culture medium was then changed and replenished every 3 days later. When reaching a confluence of 80%, the monolayer cells were passaged through trypsinization after removing loosely-attached cells. As positive controls in RNA-sequencing, NPCs at two different stages were harvested from mouse brains. P56-NPCs were obtained from C57BL/6J adult mice (8 weeks) exactly following the protocol (Ortega et al., 2011). The subependymal zone (SEZ) is carefully dissected from the brain of adult mice and enzymatically dissociated to obtain the cell suspension.

After passing through a 70 μm cell strainer and three rounds of centrifugation at 200 *g* for 5 min, 450 *g* for 10 min, and 250 *g* for 7 min at 4°C, the cells were resuspended in a pre-warmed culture medium supplemented with B27. Usually, 30,000–40,000 P56-NPCs were obtained from each mouse brain. In parallel, P0-NPCs were obtained from the C57BL/6J mice following a revised protocol based on literatures (Lee et al., 2017; Jiang et al., 2019). Briefly, the hippocampus was dissected from postnatal Day-0 wild-type C57BL/6J mice in a tissue culture hood and placed into a 15 ml tube with dissection solution on ice. Hippocampal preparation was washed and dissociated through trypsinization and resuspension to obtain single-cell suspensions, which were then centrifugated at 800 *g* for 5 min to obtain P0-NPCs.

### 2.2 Preparation of Agarose-Coated Dishes

2X concentrate DMEM medium was prepared by dissolving 26.8 g of DMEM high-glucose powder (GIBCO) and 7.4 g of sodium bicarbonate in 1,000 ml of deionized water (Su et al., 2013b). After passing through a 0.22 μm filter, the medium was pre-warmed to 37°C. In parallel, 1% agarose solution was prepared by dissolving agarose G-10 (BIOWEST) in deionized water and heating until boiled. An equal volume of pre-warmed 2X concentrate DMEM medium was mixed with 1% agarose solution, which was then filled in regular 60-mm cell culture dishes. Dishes with an around 4-mm-thick layer containing 0.5% of gel would be prepared after incubating at room temperature. ASTs were loaded onto the agarose-coated dishes (6 × 10^6^ cells per dish) and cultured at 37°C with 5% of CO_2_ to induce the formation of AST spheres. The cell culture medium was renewed every 2 days.

### 2.3 Immunocytochemistry

The cells derived on agarose dishes were transferred onto regular cell culture dishes and cultured in an expansion or differentiation medium (Stem Cell Inc.). After being fixed with 4% of paraformaldehyde and permeabilized with 0.2% of TritonX-100, the cells were incubated with PBS containing 5% of milk and 2% of normal goat serum (Su et al., 2013b). Then the cells were incubated with primary antibodies, including Tuj1 (1:1,000, Abcam), GFAP (1:500, Millipore), Map2 (1:1,000, Abcam), Oct4 (1:1,000, Abcam), Sox2 (1:50, Life Technologies), DDC ((1:100, Novus Biologicals), NeuN (1:50, Millipore), and DAPI (1:1,000, Sigma). Secondary antibodies included Alexa Fluor 488 donkey anti-rabbit IgG (1:1,000, Life Technologies) and Alexa Fluor 546 donkey anti-mouse IgG (1:1,000, Life Technologies). The nuclei of the cells were stained with Hoechst 33342 (Life Technologies).

### 2.4 Flow Cytometry

The cells derived on agarose dishes were transferred onto regular cell culture dishes and cultured in an expansion or differentiation medium (Stem Cell Inc.). The cells were trypsinized and suspended at 1 × 10^6^ cells/ml in DMEM medium containing 3% of BSA, which were then incubated at 37°C for 30 min, either alone or in the presence of primary antibodies for 1 h, and then they were resuspended in 100 ml of 488-labeled secondary antibodies (1:1,000, Invitrogen). Primary antibodies included Sox2 (1:50, Abcam), Map2 (1:50, Abcam), and Tuj1 (1:50, Abcam). At the end of the treatment, cells were centrifugated and resuspended in ice-cold PBS for a flow cytometry analysis. A side population analysis was carried out through the FACSVantage SE software (BD Biosciences).

### 2.5 Western Blotting

The total protein of cells was extracted through RIPA buffer containing a protease inhibitor cocktail (Roche), which was separated on an 8% gradient SDS-PAGE and transferred onto a PVDF membrane (Millipore). The membrane was incubated with the primary antibodies of interest, and HRP-conjugated secondary antibodies against mice or rabbits. Primary antibodies of interest included Nanog (1:1,000, Abcam), Sox2 (1:200, Life Technologies), Oct4 (1:1,000, Abcam), beta-Actin (1:5,000, Santa Cruz), BDNF (1:1,000, Abcam), and NGF (1:1,000, Abcam). Secondary antibodies conjugated with HRP included Goat-Anti Mouse IgG (1:5,000, SouthernBiotech), and Goat-Anti Rabbit IgG (1:2000 Thermo Scientific).

### 2.6 Alkaline Phosphatase (ALP) Staining

The cells were fixed in 60% acetone prediluted in 1.5 M of sodium citrate solution for 60 s, which were washed with PBS and then stained with BCIP/NBT solution (Sigma) according to the manufacturer’s manual.

### 2.7 Gene Expression Profiling and Bioinformatic Analyses

Total RNA was isolated from mouse astrocytes (negative control), mouse brain-derived NPCs (positive controls), and A-iSCs through Trizol. A total amount of 3 μg of RNA per sample was collected for sequencing. The sequencing libraries were generated through a NEBNext^®^ UltraTM RNA library prep kit (Xie et al., 2020). The clustering of the index-coded samples was performed on a cBot Cluster Generation System through a TruSeq PE cluster kit v3-cBot-HS (Illumia) according to the protocols. After cluster generation, the library preparations were sequenced on a platform produced by Illumina Hiseq, where 125 bp/150 bp paired-end reads were generated. Clean reads were obtained through removing reads containing adapters and ploy-N as well as low-quality reads. All the downstream analyses were based on high-quality clean data. Differential expression analysis was performed on two groups through the DESeq2 R package (1.16.1). Genes with an adjusted *p*-value < 0.05 found by DESeq2 were assigned as differentially expressed. Gene ontology (GO) enrichment and KEGG pathway analyses of differentially expressed genes were implemented through the clusterProfiler R package (Xie, et al., 2020).

### 2.8 *In Vitro* Differentiation of A-iSCs

A-iSCs were plated in 24-well plates precoated with poly- *l* -ornithine (Sigma). For neuron and astrocyte differentiation, the cells were cultured for 2 weeks in DMEM-F12 medium (1:1) with 2% of the B27 supplement.

### 2.9 Calcium Imaging

The cells were incubated in a culture medium supplemented with 5 μM of Fluo-8 AM (AAT Bioquest) for 30 min at 37°C. The cells were excited at 490 nm and the emission at 525 nm was monitored through a Nikon Super Fluor objective, a Hamamatsu ORCA-ER digital camera (Hamamatsu), and a Sutter DG5 optic switcher (Sutter Instrument). Imaging data were acquired and analyzed through Simple-PCI software (Hamamatsu).

### 2.10 Patch Clamp Analysis

The cells cultured on glass coverslips were transferred to a chamber that was mounted to an x-y stage and was continuously superfused with artificial cerebrospinal fluid at 2 ml/min (Su et al., 2013b). The cells were visualized at room temperature through an upright near-infrared differential interference contrast microscope with an objective of water immersion. A single-cell current clamp was carried out with a 700A multi-clamp amplifier (molecular devices). The patch pipette (tip resistance 5–7 MΩ) contained 120 mM potassium gluconate, 20 mM KCl, 10 mM NaCl, 10 mM EGTA, 1 mM CaCl_2_, 4 mM Mg ATP, 0.4 mM Na GTP, and 10 mM HEPES/KOH (pH 7.2, 290 mmmol/kg).

### 2.11 Generation of MCAO Model and A-iSCs Transplantation

All animal experiments were performed with approval from Hunan University Animal Ethics Committee (No. SYXK [Xiang] 2018-0006). Briefly, adult male C57BL/6 mice were housed with access to food and water ad libitum within a 12 h light/dark cycle. After being anesthetized with 1% of ketamine (30 mg/kg, i.p.) and xylazine hydrochloride (4 mg/kg, i.p.), the mice were ready for surgical procedures, whose body temperature was maintained at 37°C through a rectal probe and a heating pad during the entire surgery and recovery.

A method reported by Longa was followed to establish model mice with MCAO (Longa et al., 1989). Specifically, a blunt-ended monofilament (4-0, Ethicon) was inserted into the internal carotid artery to occlude the middle cerebral artery, which was carefully removed 1.5 h after the occlusion. 24 h later, the acute neurological severity of the mice was checked through circling behavior and forelimb/hindlimb placement tests, and appropriate mice with stroke were chosen for animal experiments. For transplantation, the model mice were divided into A-iSCs group, which received 2.5 × 10^5^ A-iSCs with a total volume of 2 ul (*n* = 8), the sham group, which received 2 ul of culture medium (*n* = 8), and the control group, which received 2.5 × 10^5^ astrocytes (*n* = 8). One week after MCAO induction, A-iSCs were transplanted into the contralateral side in the striatum region through the following stereotaxic coordinates: 1.0 mm anteroposterior, 3.0 mm mediolateral, and 5.0 mm dorsoventral from the bregma. A 26-gauge Hamilton syringe (Reno) was left in place for an additional 5 min to allow the stabilization of the transplanted cells.

### 2.12 Behavioral Testing

All animals were trained three times daily for three consecutive days under the same conditions before the tests to minimize variations among them. Before the footprint tests, the forelimbs and hindlimbs of the mice were dyed in red and blue color, which were allowed to walk across a narrow runway (80 cm in length and 4 cm in width) pre-marked on a piece of white paper (Yokota et al., 2017). The stride length, stride width, and paw rotation were, respectively, defined as the distance from the start to the end of a step with the back paws, the distance from the left to the right outermost toe as well as the angle between the axis of the back paws and the midline axis of the body. All the measurements were taken on each side through three consecutive steps for 8 weeks and averaged for comparison among groups. In the rotarod test, the mice were placed on a rotarod cylinder, in which the rod speed progressively increased from 4 to 40 r.p.m. for 2 min. The time for each mouse to remain on the cylinder was recorded weekly for consecutive 8 weeks, which was averaged for three trials (in seconds). A modified neurological severity score (mNSS) test was carried out immediately after injuries and neurological deficits were monitored in the following 8 weeks. The injuries were interpreted as follows: normal, 0 point; mild injuries, 1–9 points; moderate injuries, 10–19 points; severe injuries, 20–27 points; the most severe injuries, 28 points.

### 2.13 RT-PCR

The total RNA was extracted through the Trizol reagent and was used to synthesize cDNA according to the manufacturer’s instructions (Life Technologies). Subsequent PCRs were performed in a final volume of 20 µl containing 1 µl of cDNA and 1 µl of 10 pM primer in PCR Premix (Bioneer). Primer sequences and the reaction conditions used in this study are listed in Supplementary Table S1. For each sample, at least three independent samples were analyzed and the mRNA level of target genes was normalized to that of GAPDH for comparison.

### 2.14 Statistical Analysis

All the experimental results were presented as mean ± standard deviation (SD). Three independent experiments were carried out, and at least three samples were taken for statistical analyses in each test. The differences between the two samples were analyzed through a two-tailed unpaired *t*-test, while those among multiple groups of samples were analyzed through a one-way ANOVA test. A *p*-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Generation of Induced Stem Cells From Mouse Astrocytes Through 3D Sphere Culture

The culture of mouse astrocytes was not contaminated by neural stem cells or neural crest progenitors as shown by negative staining of monolayered ASTs for Sox2 and Sox10 (Figure 1A). Additionally, the mouse astrocytes in the culture were immune-positive for astrocyte marker GFAP but were immune-negative for neuron markers Tuj1 and Map2 (Figure 1A). These observations confirmed that the astrocytes were pure, without any contamination of stem cell-like cells during isolation or cultivation. The expression of Sox2 was not detected when ASTs were cultured on 2D monolayer dishes in an AST expansion medium over a period of 5 days (Figure 1B). The above data illustrated that in 2D environments, ASTs did not present stem cell-associated features. When mouse ASTs were cultured on low-attachment dishes prepared by coating with 0.5% of agarose in an AST expansion medium, they tended to form 3D spheres within 24 h (Figure 1C), and the structures could be maintained for up to a couple of weeks. Compared with monolayer ASTs, ASTs in 3D spheres showed an upregulated expression of a series of stem cell-associated genes, such as Sox2, Pax6, Oct4, Nanog, Sox10, and Pax3 (Figure 1D). The expression of stem cell-associated genes reached the highest level on day 5 in 3D spheres, which declined thereafter (data not shown). Immunostaining of ASTs in 3D spheres confirmed that they were positive for Sox2 (1, 40 and 86% on Day 1, Day 3, and Day 5, respectively) (Figure 1E) and Oct4 (1, 30 and 70% on Day 1, Day 3, and Day 5, respectively) (Figure 1F) when cultured on low-attachment dishes, in contrast to ASTs in 2D culture (Figure 1A). These results indicate that the expression level of stem cell-associated genes increases over time in 3D cultivation. Similarly, it was revealed through a FACS analysis that the expression of Sox2 was not detectable in the 2D culture (0-day incubation) but 54% (3-day incubation) and 66% (5-day incubation) of ASTs in 3D spheres were found positive for Sox2 (Figure 1G). It was shown through Western blotting analysis that the level of Sox2, Oct4, and Nanog of ASTs was significantly enhanced within 3D environments compared to the 2D culture (Figure 1H). Additionally, it was found that the ASTs in 3D spheres started to become alkaline phosphatase (ALP)-positive after 3 days of incubation and the positivity even increased on Day 5 (Figure 1I). The immunostaining, flow cytometry, Western blotting, and ALP assay of A-iSCs collectively confirmed that the expression level of stem cell-associated genes was highly consistent with the RNA expression profiles. Taken together, it was confirmed that ASTs gradually acquired the stem cell features and were channeled into stem cell-like cells (denoted as A-iSCs) after aggregation culture in 0.5% agarose.

**FIGURE 1:**
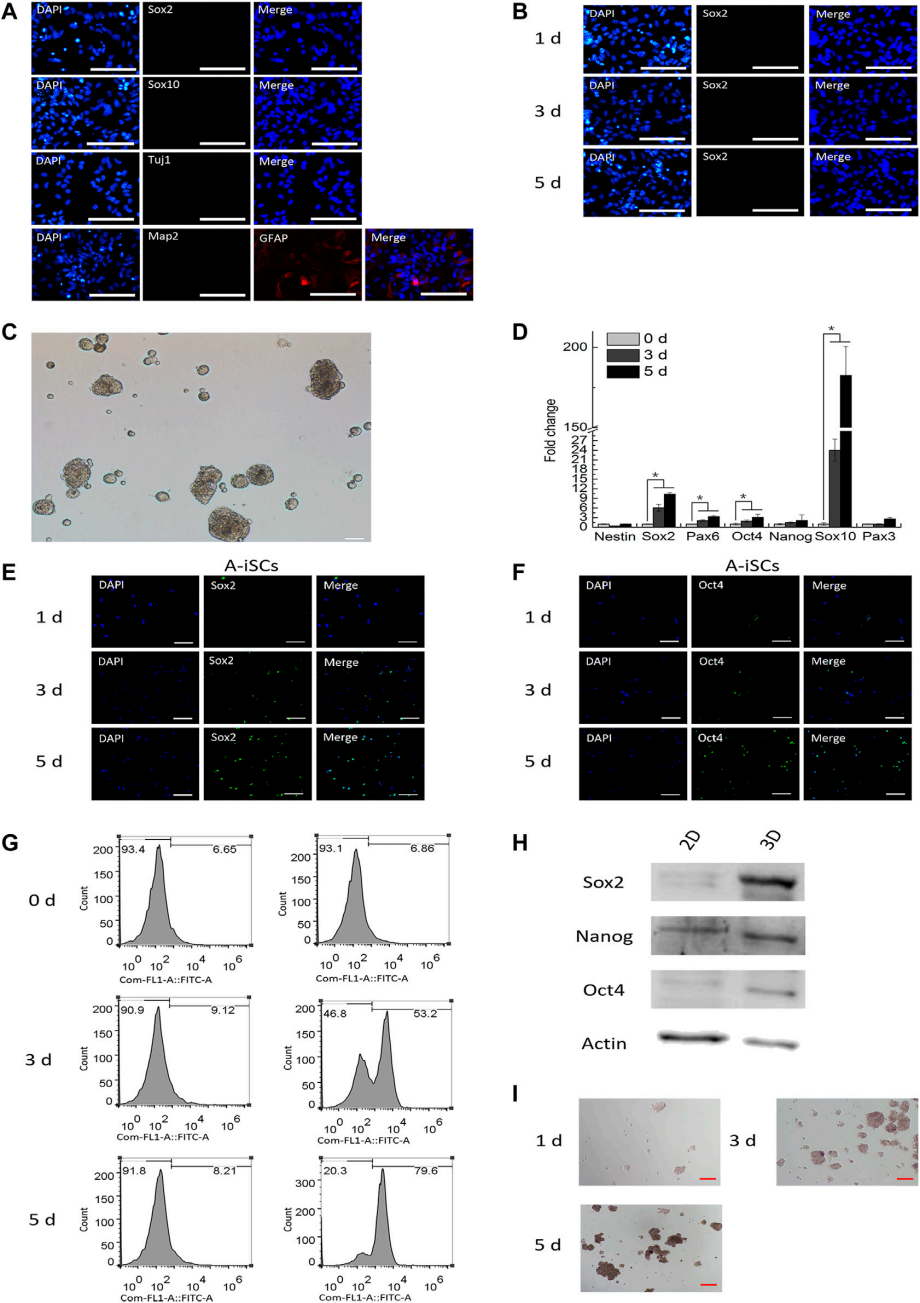
**(A)** Starting mouse astrocytes were immunopositive for GFAP but negative for Sox2, Sox10, Tuj1, and Map2. Scale bar: 50 μm. **(B)** Astrocytes in 2D culture were immuno-negative for Sox2. Scale bar: 50 μm. **(C)** Mouse astrocytes formed 3D spheres within 24 h on agarose surfaces. Scale bar: 50 μm. **(D)** RT-PCR analysis of stem cell-specific genes in mouse astrocytes in 3D spheres over time. **(E)** Expression of Sox2 in mouse astrocytes in 3D spheres over time. Scale bar: 50 μm. **(F** Expression of Oct4 in mouse astrocytes in 3D spheres over time. Scale bar: 50 μm. **(G)** Expression of Sox2 in mouse astrocytes in 3D spheres (flow cytometry). **(H)** Western blotting of stem-specific markers in 2D- and 3D-cultured astrocytes. **(I)** Alkaline phosphatase staining for mouse astrocytes in 3D spheres over time. Scale bar: 50 μm.

### 3.2 3D Microenvironment-Induced Dramatic Changes of Gene Expression Profile in ASTs

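RNA from 12 samples was sequenced, 3 in each of 4 groups. ASTs were primary cortical astrocytes grown in medium with serum and sampled at day 0 of sphere culture, and A-iSCs were ASTs kept for 5 days as spheres on agarose. P56-NPCs were cell suspensions dissociated from the subependymal zone of mice at postnatal day 56, and P0-NPCs were cell suspensions dissociated from the hippocampus of mice at postnatal day 0. For 55862 genes the authors deposited the expression of each sample in FPKM, the number of fragments corrected for gene length and library size, with gene positions on the mouse genome build GRCm38. Within each sample, the value multiplied by the gene length was a whole multiple of a single step, so the number of fragments counted on each gene could be recovered. The library size behind the values was 0.744 to 1.218 times the number of fragments counted, because the values were already scaled between samples by median of ratios. Differences between groups were tested with limma on log2(FPKM + 1), with the variance following a trend with expression. Each test covered the genes with a mean FPKM of at least 1 in at least 1 of the groups compared. A gene was called a DEG where its p, adjusted by the Benjamini-Hochberg method, was under 0.05. The paper's text names no link between samples of different groups with the same replicate number, so the number did not enter the model and was tried as a block in an alternative.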

To elucidate the mechanism involved in the induction of ASTs in 3D cell spheres, global gene expression profiles of ASTs (0-day incubation, negative control) and A-iSCs (5-day incubation) were characterized by RNA-sequencing, with the profiles of brain-derived P56-NPCs and P0-NPCs as positive controls. After trimming for quality, 93.48, 104.42, 111.56, and 116.02 million of RNA-seq clean reads were obtained for ASTs, A-iSCs, P56-NPCs, and P0-NPCs, respectively, and the quality of sequencing data was summarized in Supplementary Table S2. 

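The fragments counted on genes numbered 17077780 to 21543424 in the AST samples (median 18862805) and 18288177 to 23769070 in the A-iSC samples (median 20717958). They numbered 21380187 to 22285109 in the P56-NPC samples (median 21575734) and 18778071 to 24452419 in the P0-NPC samples (median 24025278). These fragments were 38.5 to 41.5% of the clean read pairs that Supplementary Table S2 lists for the samples. A floor of 3 fragments corresponded to 0.103 to 0.187 FPKM across the samples for a gene of 1 kilobase, which covers counting error only. Between 12468 and 12518 genes reached 1 FPKM in an AST sample and between 12978 and 13273 in an A-iSC sample. Between 13806 and 13994 genes did so in a P56-NPC sample and between 13591 and 13791 in a P0-NPC sample. Mitochondrial genes took 3.6% ± 0.96 (SD, n = 3) of the fragments in ASTs, 5.19% ± 2.01 in A-iSCs and 4.73% ± 0.96 in P0-NPCs. In P56-NPCs they took 17.05% ± 0.55 (SD, n = 3), and each P56-NPC sample was above each sample of the other groups.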

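Samples were first compared with the other samples of their own group. Over the 16568 genes with a mean FPKM of at least 1 in any group, the mean Spearman correlation across genes was 0.985 between AST samples and 0.968 between A-iSC samples. It was 0.86 between an AST and an A-iSC sample, and genes are not independent replicates. The chi-square of the recovered fragments per degree of freedom was 2.63 to 44.97 between AST replicates and 13.4 to 105.12 between A-iSC replicates. Counting noise alone would give about 1, and separate biological samples are expected to exceed it. By this measure AST replicate 2 (43.5 and 44.97 to the others) and A-iSC replicate 3 (105.12 and 83.31) were each the farthest from the rest of their group. AST replicates 1 and 3 (2.63) were the closest pair of any group, followed by P56-NPC replicates 1 and 3 (6.77). The paper's text does not say whether the AST samples for sequencing came from separate cultures. If replicates 1 and 3 were not independent, the p-values of comparisons with ASTs would be too small. Residuals around the group means were then compared between ASTs and A-iSCs across genes. Their mean correlation was 0.13 between samples with the same replicate number and -0.09 between samples with different numbers. By number it was -0.41, 0.35 and 0.45, so the numbers did not pair the samples in a uniform way. Of the genes tested, 54.8% differed between ASTs and A-iSCs.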

As shown in the heatmap (Supplementary Figures S1A,B), marked changes in the global gene expression pattern were observed between ASTs and A-iSCs. The volcano plot of the differentially expressed genes (DEGs) between A-iSCs and ASTs showed remarkable differentiations with 4916 upregulated genes and 4568 down-regulated genes (*p* < 0.05) in A-iSCs in comparison to those in ASTs (Figure 2A). 

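Among 14087 genes tested, 3550 were higher in A-iSCs than in ASTs and 4165 were lower. With the replicate number as a block, 3694 were higher and 4250 were lower. The alternative that moved these counts most was a requirement of a log2 fold change beyond 1, which left 1470 higher and 1547 lower genes. Which direction held more genes depended on the scaling between samples. With scaling by library size alone, 4563 genes were higher and 2989 lower, and with upper-quartile scaling 4466 were higher and 2868 lower. Under each of these scalings the median log2 fold change of the tested genes was 0.13, against -0.06 with the authors' scaling. Of the 128 genes that the paper names or the marker panels list, 106 were tested. Of these, 85 passed the threshold when adjusted over all tested genes and 86 when adjusted over the list alone. Among protein-coding genes with a mean log2 CPM of at least 3, C4b (5.09), Gfap (4.88), Aldoc (4.83) and Serpina3n (4.80) had the largest log2 fold changes. Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912) rose from 29.9 ± 2.30 FPKM (SD, n = 3) in ASTs to 970.0 ± 448 FPKM in A-iSCs (standard error 0.30, adjusted p = 1.72e-05 from limma). The smallest were those of Tinagl1 (-5.95), Lox (-5.86), Crct1 (-5.54), Acta2 (-5.51) and Fmod (-5.45). Tinagl1 (ENSMUSG00000028776, chromosome 4 from 130164454 to 130175122) fell from 79.3 to 0.295 FPKM (adjusted p = 6.45e-07 from limma). A pseudocount of 0.1 moved the log2 fold change of Tinagl1 to -7.66 and that of C4b to 6.67.

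**Figure D1:**
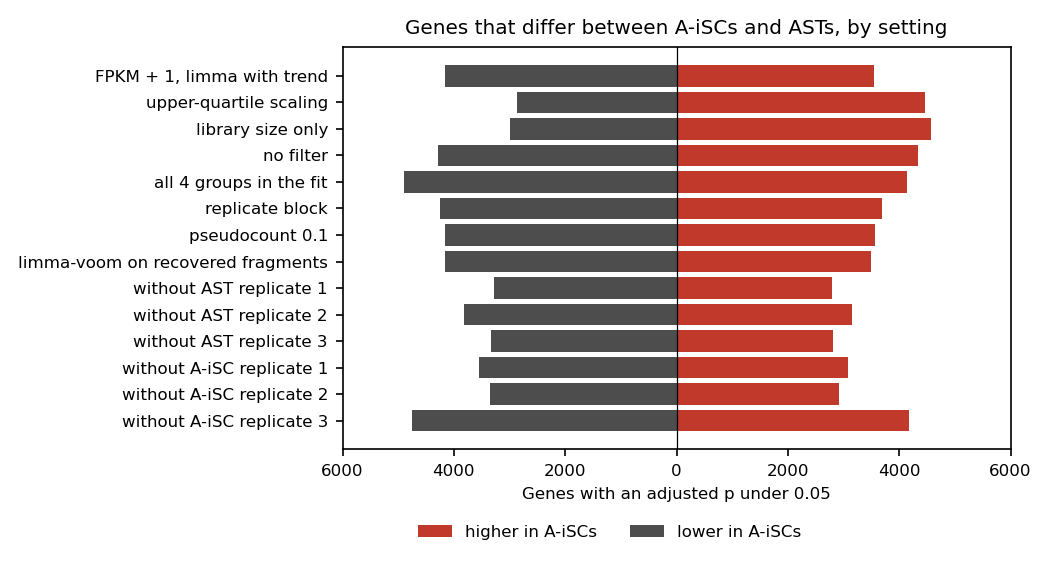
Number of genes called higher (bars to the right) and lower (bars to the left) in A-iSCs than in ASTs under each setting, 1 pair of bars per setting. Lower genes outnumber higher ones with the authors' scaling, 4165 against 3550, and the order turns under library size alone and under upper-quartile scaling.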

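The genes of Figure 2B reported here are Pax6, Gpm6a, Nes, Sox2, Rfx4, Olig2, Ncan, Pou3f2, Fabp7 and Zbtb16. The mean of A-iSCs was above that of ASTs for 9 of these 10 genes, all but Nes. In ASTs 4 of the 10 genes had their lowest mean of the 4 groups. Of the 9 genes expressed enough to be tested, 5 were called higher in A-iSCs, 1 was called lower and the other 3 were not called. Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) had 135 ± 20.2 FPKM (SD, n = 3) in ASTs and 208 ± 26.9 FPKM in A-iSCs, a log2 fold change of 0.62 (standard error 0.17, adjusted p = 0.0171 from limma). The other scalings, by library size or upper quartile, moved it most, to 0.84. It lost its call in 3 of the 6 fits that each left out a sample, with values of 0.53 to 0.74. Olig2 (ENSMUSG00000039830, chromosome 16 from 91225457 to 91228677) had 26.7 ± 0.915 and 35.9 ± 3.05 FPKM, a log2 fold change of 0.41 (adjusted p = 0.0178), and was not called in 4 of those 6 fits. Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364) had 3.59 ± 0.129 and 4.13 ± 0.533 FPKM, a difference within the spread of the samples (log2 fold change 0.16, adjusted p = 0.284). With upper-quartile scaling Pax6 was called, at 0.33. Pou3f2 (ENSMUSG00000095139) rose by 1.46 (adjusted p = 6.3e-05), Rfx4 (ENSMUSG00000020037) by 1.34 (adjusted p = 0.000397) and Ncan (ENSMUSG00000002341) by 0.51 (adjusted p = 0.0101) on the log2 scale. Nes (ENSMUSG00000004891, chromosome 3 from 87971078 to 87980451) was highest in ASTs, with 196 ± 13.4 FPKM against 70.1 ± 5.01 in A-iSCs, a log2 fold change of -1.47 (standard error 0.13, adjusted p = 8.69e-05). Fabp7 (ENSMUSG00000019874) had 405 ± 78.9 FPKM in ASTs and 495 ± 61.7 in A-iSCs (adjusted p = 0.239), and was called, at 0.51, with scaling by library size alone. Gpm6a (ENSMUSG00000031517) had 36.7 ± 4.63 FPKM in ASTs and 58.2 ± 36.9 in A-iSCs (adjusted p = 0.305), and its log2 fold change ranged from 0.01 to 0.73 with samples left out in turn. Zbtb16 (ENSMUSG00000066687) was counted on 1 to 4 fragments per AST sample and 11 to 42 per A-iSC sample, and its mean FPKM was below the filter in both groups, so it was not tested in this comparison.

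**Figure D2:**
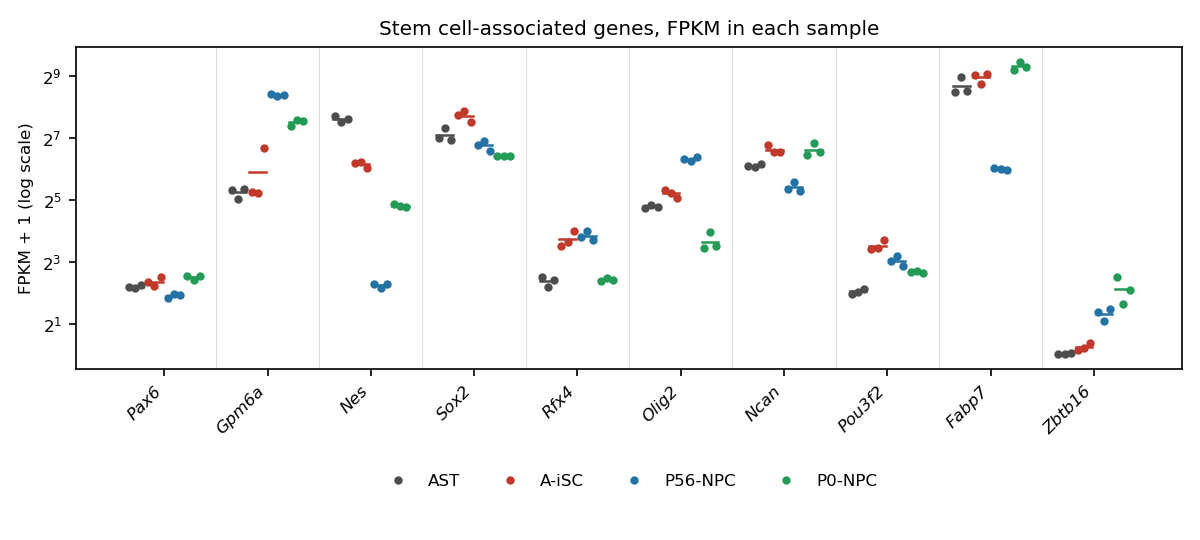
FPKM + 1 of 10 Figure 2B genes (log2-spaced vertical axis) by group, with 1 point per sample and a line at the mean of the 3 samples. Nes is highest in ASTs, and for Sox2, Olig2, Ncan, Fabp7 and Pax6 another group has a lower mean than ASTs.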

The hierarchical cluster analysis of stem cell-associated genes, such as Sox2, Pax6 and Oilg2, confirmed that the beginning ASTs were truly not contaminated by the stem cells, but the stem cell-associated genes were remarkably upregulated in 3D spheres (Figure 2B). The expression patterns of A-iSCs associated with NPCs were closely similar to those of mouse P56-NPCs or P0-NPCs (Figure 2B).

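Of the 10 Figure 2B genes reported here, 9 differed between A-iSCs and P56-NPCs (6 higher in A-iSCs, 3 lower) and 7 differed between A-iSCs and P0-NPCs (5 higher, 2 lower). Gpm6a differed from P56-NPCs by -2.67 (adjusted p = 0.000699) and from P0-NPCs by -1.78 (adjusted p = 0.00323). Rfx4 did not differ from P56-NPCs (-0.11, adjusted p = 0.536), and scaling by library size turned its sign, to 0.40. Ncan did not differ from P0-NPCs (0.01, adjusted p = 0.974), and its sign turned under both other scalings. Relative to ASTs, 6 of the 10 genes changed in A-iSCs with the same sign as in P56-NPCs and 8 with the same sign as in P0-NPCs. Over all expressed genes, the distance between samples was taken as the root mean square difference of log2(FPKM + 1). The distance was 0.94 ± 0.02 between A-iSCs and ASTs (SD over 9 pairs of samples), 1.19 ± 0.04 between A-iSCs and P56-NPCs and 1.16 ± 0.03 between A-iSCs and P0-NPCs. It was 1.48 ± 0.02 between ASTs and P56-NPCs and 1.31 ± 0.02 between ASTs and P0-NPCs, so A-iSCs lay closer to both NPC groups than ASTs did. The NPC groups themselves were 1.15 ± 0.02 apart, nearly as far as each was from A-iSCs. Between samples of 1 group it was 0.26 to 0.39 on average. The distance of A-iSCs to P56-NPCs was 1.26 ± 0.04 times (SD, n = 3) that to ASTs, and the distance to P0-NPCs was 1.23 ± 0.02 times that to ASTs. All 3 A-iSC samples were nearer to ASTs than to either NPC group (exact two-sided sign test, p = 0.25, the smallest that 3 samples allow). A distance of 1 minus the Spearman correlation moved the ratios most, to 1.75 and 1.84. Over the Figure 2B genes alone, an alternative chosen after the data were seen, the ratios were 1.54 and 1.06.

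**Figure D3:**
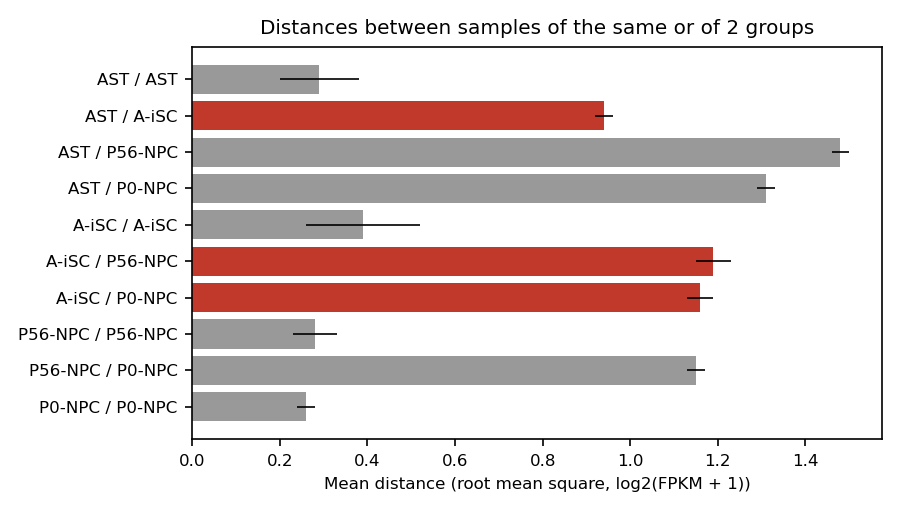
Root mean square difference of log2(FPKM + 1) between samples for each pair of groups, where bars are means over pairs of samples, error bars the SD over pairs, and red bars pair A-iSCs with another group. The bar of A-iSCs and ASTs stands at 0.94, below those of A-iSCs with P56-NPCs (1.19) and with P0-NPCs (1.16).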

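The same test was applied to A-iSCs and each NPC group. Between A-iSCs and P56-NPCs, 4532 of 15044 genes were higher in A-iSCs and 4643 lower, or 61% of the genes. With scaling by library size alone these counts were 8329 and 2857, and the median log2 fold change moved from 0.03 to 0.49. Between A-iSCs and P0-NPCs, 4773 of 15170 genes were higher in A-iSCs and 5103 lower, or 65.1% of the genes. With upper-quartile scaling these counts were 3933 and 6276, and the median log2 fold change moved from -0.02 to -0.20.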

**FIGURE 2:**
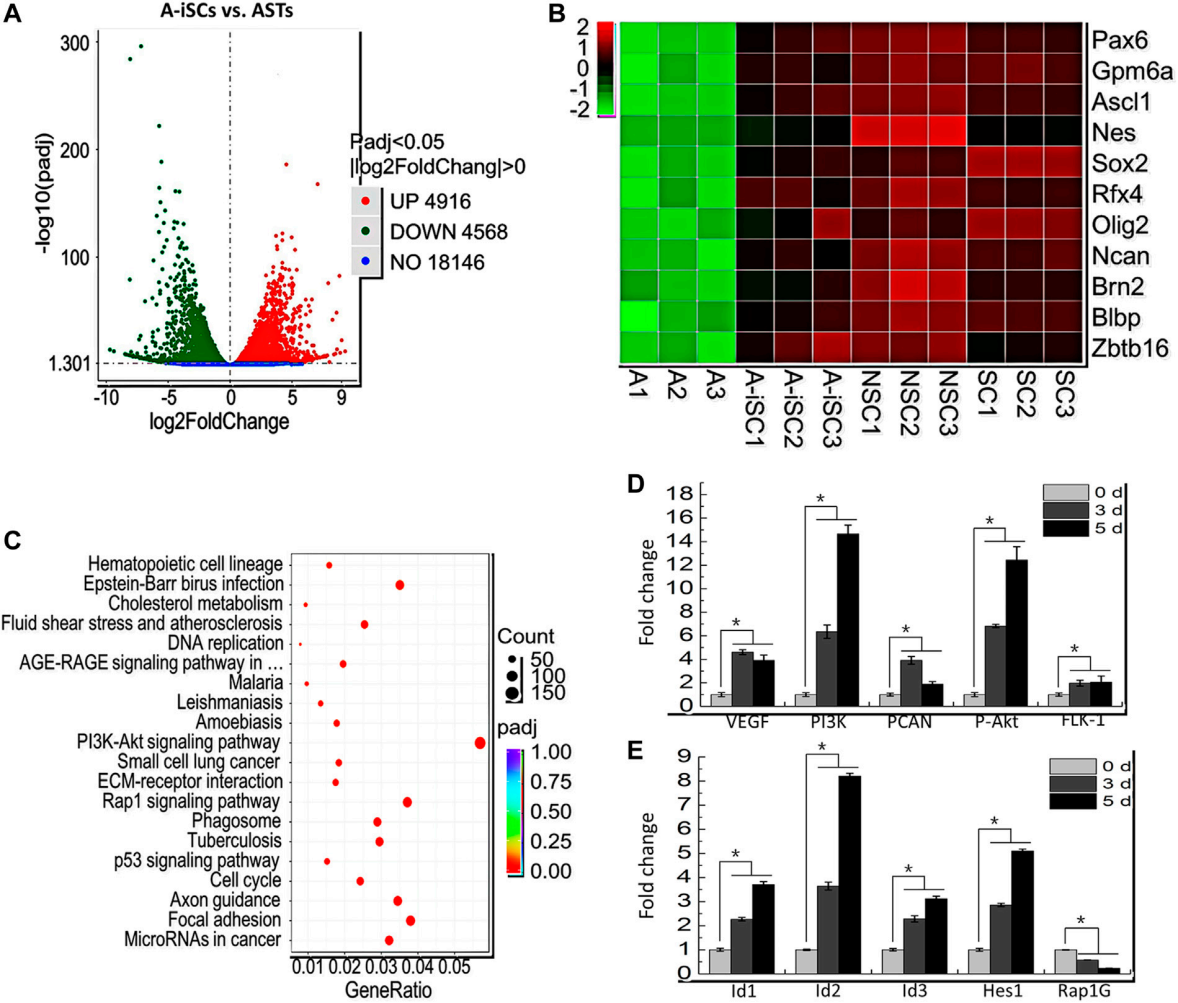
**(A)** Volcano plot of differentiated genes between ASTs and A-iSCs. **(B)** Heat map of representative high-expression genes in A-iSCs compared to ASTs, P56-NPCs, and P0-NPCs. **(C)** Pathways involved in A-iSCs compared with ASTs in KEGG analysis. **(D)** RT-PCR analysis of VEGF, PI3K, PCNA, P-Akt, and FLK-1 in A-iSCs at specific time intervals. *p < 0.05. **(E)** RT-PCR analysis of Id1, Id2, Id3, Hes1, and Rap1G in A-iSCs at specific time intervals. *p < 0.05.

To gain a further sight into the identity of A-iSCs, functional and pathway enrichment analyses, including GO and KEGG, were performed through cluster Profiler R package. The most enriched processes in A-iSCs included the regulation of peptide secretion, protein secretion and cell morphogenesis (BP category), cell-substrate adhesion, glutamatergic synapse (CC category), cell adhesion molecule binding, integrin binding, and actin binding (MF category) compared with ASTs (Supplementary Figure S1C). It was revealed through a KEGG analysis that the all DEGs in A-iSCs vs ASTs were mainly enriched in several signaling pathways, including PI3K-Akt signaling pathway, Rap1 signaling pathway, focal adhesion, microRNA in cancer, and p53 signaling pathway (Figure 2C). 

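The KEGG sets were not used here, and the Reactome sets for mouse genes took their place. A Reactome set need not hold the same genes as the KEGG pathway it stands for. Of the tested genes, 12183 had an Entrez identifier and 4381 of these were in a Reactome set, of which 2575 (58.8%) were DEGs between A-iSCs and ASTs. A one-sided Fisher's exact test over these 4381 genes called 34 of 666 sets, and 99 sets had an unadjusted p under 0.05. With the replicate number as a block 36 sets were called, and among lower genes only, the alternative that moved the count most, 130 were called. Of 14 sets listed for the pathways the paper names, 4 were called when adjusted over all sets and 5 when adjusted over the listed sets alone. The set with the smallest p was Extracellular matrix organization, with 135 of 164 genes changed, 41 higher and 94 lower (odds ratio 3.39, adjusted p = 3.05e-08 by Fisher's exact test). Focal adhesion was represented by ECM proteoglycans (40 of 45 genes, odds ratio 5.68, adjusted p = 0.000695 by Fisher's exact test) and Integrin cell surface interactions (45 of 52 genes, odds ratio 4.57, adjusted p = 0.000772). In each of these sets 32 of the changed genes were lower in A-iSCs. The third set listed for this pathway, Non-integrin membrane-ECM interactions (35 of 44 genes, 33 of them lower, odds ratio 2.75), had adjusted p = 0.0516 over all sets without the block and was called with it (adjusted p = 0.027, by Fisher's exact test). It was also called among lower genes only (4.32e-06), with a log2 fold change beyond 1 (1.5e-05), with the other background (0.0207), with cameraPR (2.16e-09) and in 5 of the 6 fits that each left out a sample, all but the fit without A-iSC replicate 3. PI3K-Akt signaling was represented by PI3K AKT activation, in which 36 of 64 genes changed (56.2%), 12 higher and 24 lower (adjusted p = 1 by Fisher's exact test). In PIP3 activates AKT signaling 34 of 62 genes changed, 12 higher and 22 lower, and in PI3K Cascade 21 of 52 genes changed, 9 higher and 12 lower (adjusted p = 1 for each). DNA Replication (71 of 95 genes, 65 of them lower, adjusted p = 0.0196) was called without the block and not with it (adjusted p = 0.0653 by Fisher's exact test). The same held for Cell Cycle, Mitotic (249 of 379 genes, 227 of them lower, adjusted p = 0.0479 without and 0.169 with the block, by Fisher's exact test). Neither set was called with a log2 fold change beyond 1. By Fisher's exact test DNA Replication also lost its call without AST replicate 1 (adjusted p = 0.0988) and without A-iSC replicate 1 (0.0513), 2 (0.0879) or 3 (0.286). Cell Cycle, Mitotic lost it without A-iSC replicate 3 (0.297) and with genes called by limma-voom (0.0626). Among lower genes only, both sets were called (adjusted p = 6.72e-09 for DNA Replication and 5.07e-20 for Cell Cycle, Mitotic, by Fisher's exact test). The cameraPR test of limma also placed both lower in A-iSCs (adjusted p = 0.0238 and 3.19e-05).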

Among the GO categories and KEGG pathways, PI3K-Akt signaling pathway (Shioda et al., 2009) and Rap1 signaling pathway (Niola et al., 2012) were exceptionally crucial as embryonic morphogenesis and adult hair regeneration were regulated through them. In order to confirm the involvement of these two pathways in the conversion of ASTs into A-iSCs, RT-PCR analysis of five critical genes associated with PI3K-Akt signaling pathway, including VEGF, PI3K, PCNA, P-Akt, and FLK-1, and another four critical genes associated with Rap1 signaling pathway, including Id1, Id2, Id3, and Rap1Gap, as well as one critical genes associated with the Notch signaling pathway, including Hes1, were carried out. It was found that the expression patterns (Figures 2D,E) were consistent with RNA-seq results, and all the genes were upregulated in 3D cell spheres over time, except Rap1GAP. 

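In the RNA-seq data, which compare day 0 with day 5 only, the genes were identified by finding each primer pair in the annotated transcripts. The VEGF pair matched Vegfa, the PI3K pair Pik3r1, the FLK-1 pair Kdr and the Rap1G pair Rap1gap, and the PCNA, Id1 and Id2 pairs matched the genes of those names. The Id3 pair matched Id3 only on the opposite strand, and the Hes1 pair matched no transcript. Of these 9 genes, 3 were called higher in A-iSCs than in ASTs (Vegfa, Id2 and Rap1gap), 4 were called lower (Pcna, Kdr, Id1 and Hes1) and 2 were not called (Pik3r1 and Id3). With the replicate number as a block the same 7 genes were called. No sign of the 7 turned under the other scalings, while Pcna lost its call under upper-quartile scaling and Id1 under both. Pcna (ENSMUSG00000027342, chromosome 2 from 132249162 to 132253314) had 87.4 ± 10.8 FPKM (SD, n = 3) in ASTs and 55.4 ± 3.37 FPKM in A-iSCs, a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.00548 from limma). Rap1gap (ENSMUSG00000041351, chromosome 4 from 137664726 to 137729861) had 1.56 ± 0.0441 FPKM in ASTs and 3.40 ± 0.566 FPKM in A-iSCs, a log2 fold change of 0.77 (standard error 0.12, adjusted p = 0.00164).

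**Figure D4:**
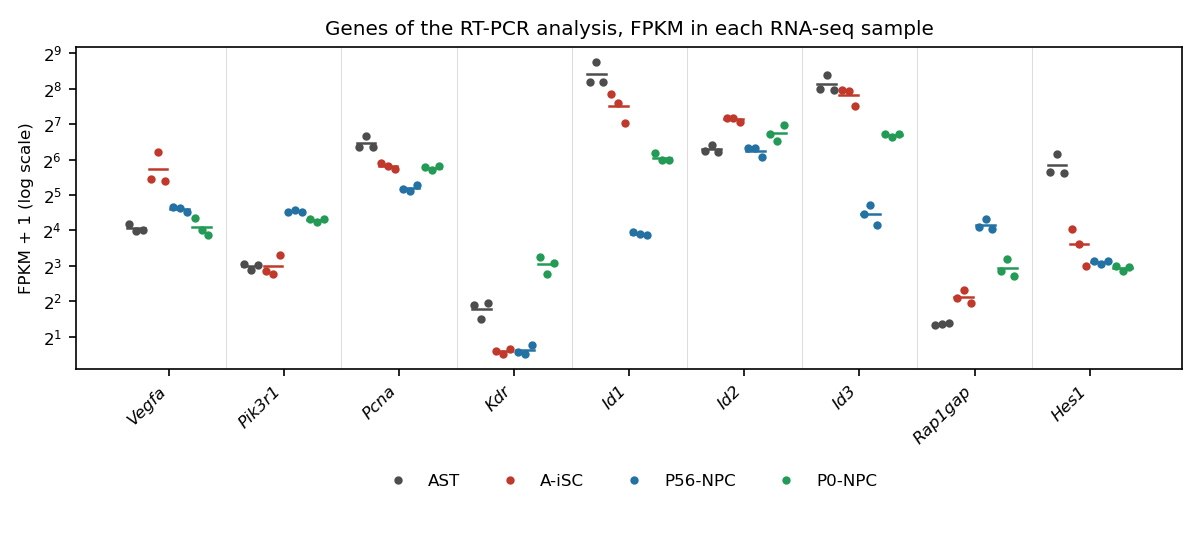
FPKM + 1 of 9 genes assayed by RT-PCR (log2-spaced vertical axis) by group, with 1 point per sample and a line at the mean of the 3 samples. The A-iSC points lie above the AST points for Vegfa, Id2 and Rap1gap and below them for Pcna, Kdr, Id1 and Hes1.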

Based on the abovementioned observation, we assume that the A-iSCs conversion in this scenario is composed of heterogeneous signaling pathways including PI3K-Akt signaling pathway, Rap1 signaling pathway, and Notch signaling pathway.

### 3.3 *In Vitro* Differentiation of A-iSCs

As displayed in Figures 1D–I, A-iSCs at various induction stages (including induction for 1 day, 3, and 5 days, respectively) express representative stem cell markers, meanwhile, they are not positive for markers of neurons. When trypsinized and seeded onto poly-ornithine/laminin (POL)-coated plates and cultured in differentiation media, they started to exhibit neural lineage cells-like morphologies, with long and branching processes (Figures 3A–C). The differentiation potential of A-iSCs was positively correlated to the incubation time period of ASTs in 3D spheres. Relatively, the A-iSCs incubated for 5 days were easier to be converted to Tuj1^+^ or Map2^+^ cells compared with those incubated for just 1 day. Specifically, 25.76, 56.73 and 75.33% of the A-iSCs (1 day)-, A-iSCs (3 days)-, and A-iSCs (5 days)-derived cells were stained, which were respectively positive for Tuj1 after differentiation. 21.52, 53.19, and 68.67% of the A-iSCs (1 day)-, A-iSCs (3 days)-, and A-iSCs (5 days)-derived cells were stained, which were respectively positive for Map2 after differentiation. The neurons converted from the A-iSCs survived longer than 5 months in the culture and robust axons and dendrites were developed by the end of 5 months (Figure 3D). Regardless of the differentiation potential of A-iSCs, they were negatively stained with Sox2 after differentiation induction (Figure 1E). In addition to the immunostaining evidences, FACS analysis of Tuj1 and Map2 revealed a negative expression of them in the post-differentiation-induction monolayer ASTs, but 71.28 and 85.59% of the A-iSCs (3 days)- and A-iSCs (5 days)-derived cells were Tuj1^+^ after differentiation induction, respectively (Figure 1F). Additionally, 48.38 and 71.19% of the A-iSCs (3 days)- and A-iSCs (5 days)-derived cells were Map2^+^ after differentiation induction. These results of immunostain and FACS analysis indicate that the neuronal phenotypes of A-iSCs can be achieved and the differentiation potential of A-iSCs is highly correlated to the stemness of the cells with the A-iSCs (5 days) possessing the highest degree of stemness and differentiation potential to neurons.

**FIGURE 3:**
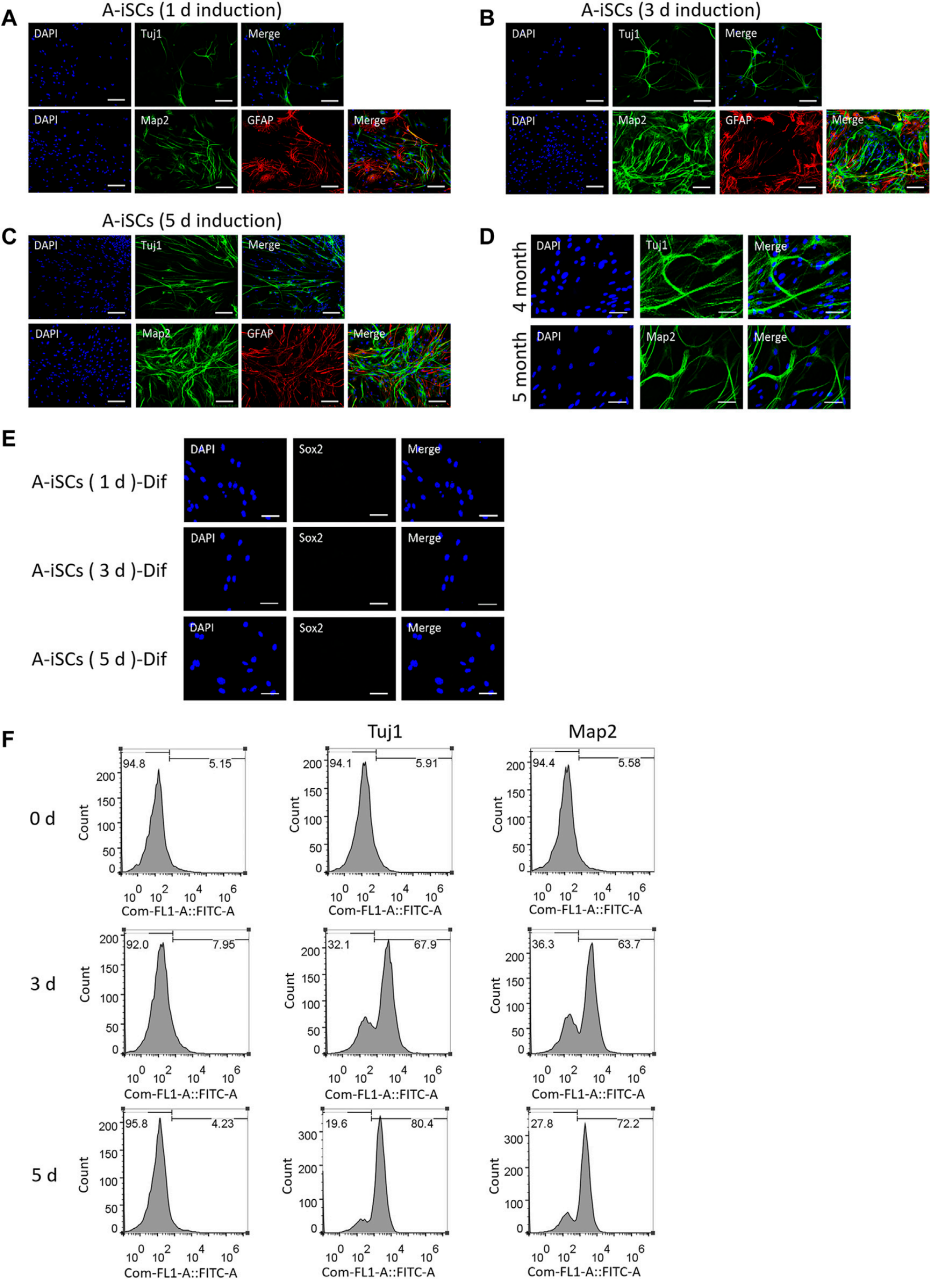
*In vitro* differentiation of A-iSCs derived from ASTs induced in spheres for 1 day **(A)**, 3 days **(B)** and 5 days **(C)**, respectively. Scale bars of **(A–C)**: 100 μm. **(D)** Neurons converted from A-iSCs survived for >5 months. Scale bar: 50 μm. **(E)** Expression of Sox2 in differentiated A-iSCs derived from ASTs induced in spheres for 1, 3, and 5 days, respectively. A-iSCs (1 day)-Dif: Differentiation of A-iSCs derived from ASTs induced in spheres for 1 day; A-iSCs (3 days)-Dif: Differentiation of A-iSCs derived from ASTs induced in spheres for 3 days; A-iSCs (5 days)-Dif: Differentiation of A-iSCs derived from ASTs induced in spheres for 5 days. Scale bar: 50 μm. **(F)** Expression of neuron-specific markers in differentiated A-iSCs derived from ASTs induced in spheres for 0 (2D culture), 3 and 5 days, respectively.

Fura-2 calcium imaging and recording of synchronized Ca^2+^ spikes were employed to verify the functions of the A-iSC-derived neurons. The patterns of synchronized Ca^2+^ spikes, such as peak signals and durations, were quite similar between A-iSC-derived neurons and naive neurons, both of which were in contrast to the pattern of monolayered ASTs (Figure 4A). The fluorescent imagining results confirmed the enhancement of calcium signals in A-iSC-derived neurons and the cells were functionally networked (Figure 4B) similar to naive neurons. Patch clamp technique was then employed to examine the electro-physiological features of A-iSC-derived neurons. In current clamp model, some neurons were able to fire an action potential (Figure 4C), demonstrating their membrane excitability. In addition, some neurons expressed dopaminergic neuron marker DDC after cultivation for 1 month, 2 months, or 3 months (Figure 4D). Therefore, A-iSCs (5 days) can be efficiently differentiated into functional neurons, which possess a high potential of generating dopaminergic neurons.

**FIGURE 4:**
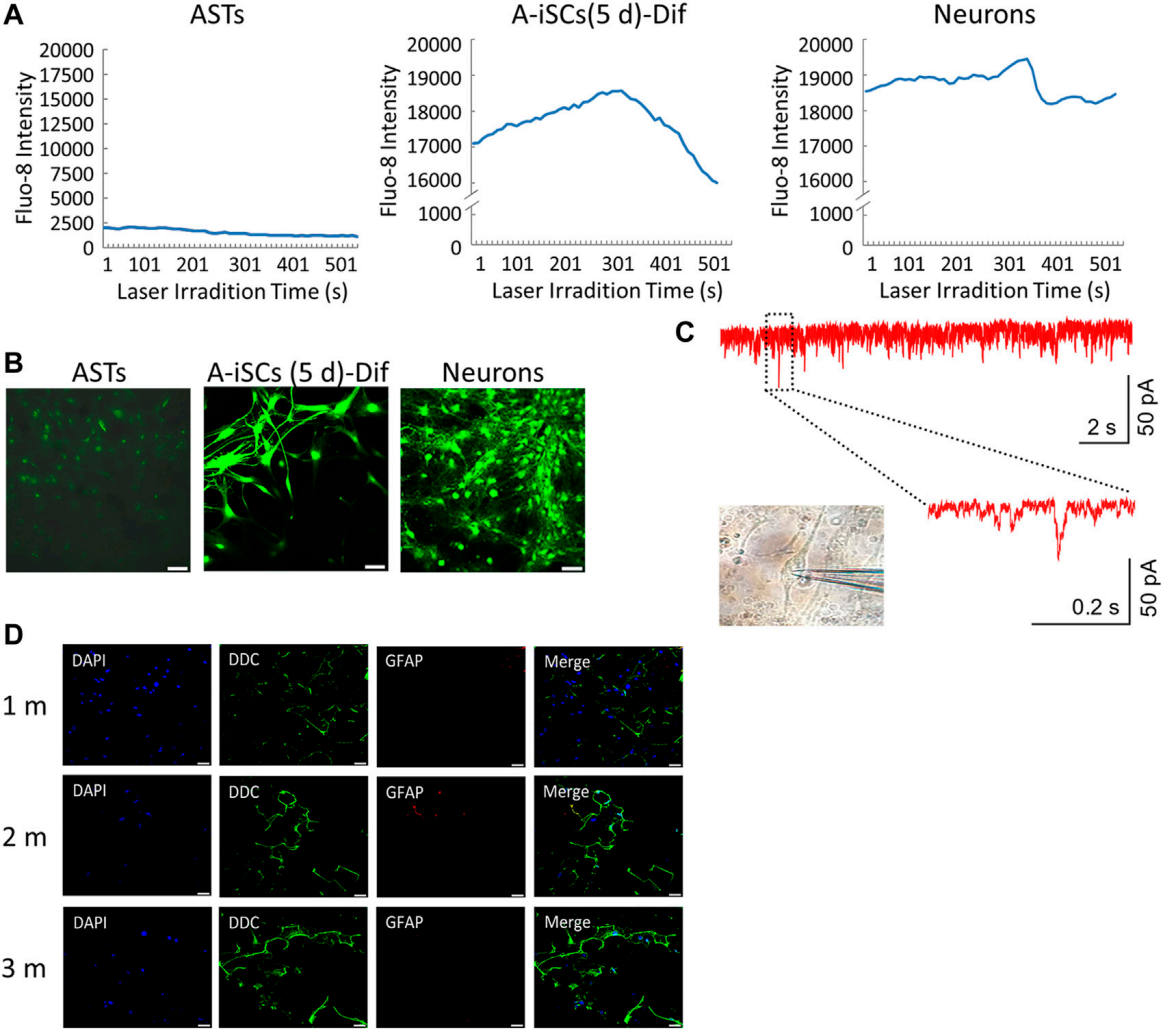
Functional analyses of A-iSCs-converted neurons. **(A)** Comparison of the patterns of synchronized Ca^2+^ spikes among monolayer ASTs, A-iSCs-derived neurons, and naive neurons. **(B)** Fluorescent calcium imaging of monolayer ASTs, A-iSCs-derived neurons, and naive neurons. Scale bar: 50 μm. **(C)** Representative traces showing spontaneous synaptic events in A-iSCs-derived neurons. **(D)** A-iSCs-derived neurons showing an increased number of synaptic puncta along the dendrites over time. m, month. Scale bar: 50 μm.

### 3.4 *In Vivo* Neuronal Differentiation of Transplanted A-iSCs

MCAO model was employed to evaluate the therapeutic potential of A-iSCs (Supplementary Figure S2). A-iSCs pre-labeled with GFP (Supplementary Figure S3) were transplanted into the brain of mice, and the survival, as well as differentiation capability of the cells, was analyzed after 4 weeks. In the brain of normal mice, a small number of GFP-positive cells were detected and positive for neural precursor/stem cell markers (NeuN, Tuj1, and Map2) (Figure 5A), demonstrating the *in vivo* differentiation potential of A-iSCs in the brains of normal mice. In the brain of MCAO mice, a larger percentage of the cells were found positive for NeuN, Tuj1, and Map2 (Figure 5B) compared with the cases of normal mice, demonstrating the *in vivo* differentiation capability of A-iSCs in the circumstance of MCAO. As the brain-derived growth factor (BDNF) and nerve growth factor (NGF) play vital roles in repairing neural deficiencies, we tested the expression of BDNF and NGF by RT-PCR and WB at 8 weeks post-transplantation of A-iSCs. RT-PCR showed that the expression of BDNF and NGF was significantly increased in the A-iSCs group compared to sham and control groups (*p* < 0.05) (Figure 5C). The results of the Western blotting assay were well correlated with the RT-PCR results. The A-iSCs group showed higher expression levels of BDNF and NGF than the sham group and control groups (Figure 5D). These results indicate that the transplantation of A-iSCs significantly increases the expression of BDNF and NGF, and the enhancement may consequently promote nerve regeneration in MCAO model mice.

**FIGURE 5:**
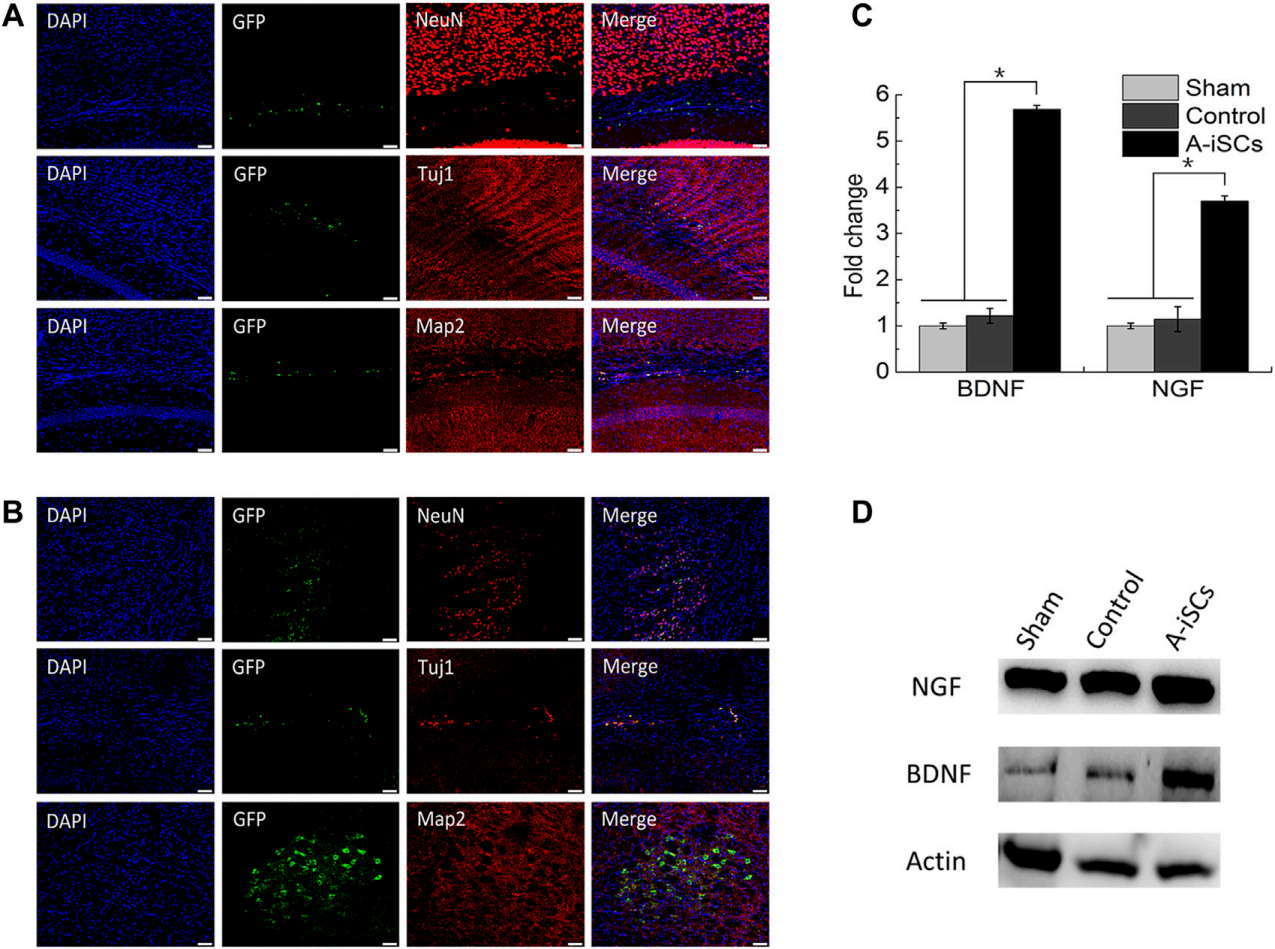
Immunostaining of NeuN, Tuj1, and Map2 in A-iSCs transplanted into the brains of normal mice **(A)** and MCAO mice **(B)**. Scale bars of **(A,B)**: 50 μm. **(C)** RT-PCR for BDNF and NGF of the MCAO mice through A-iSCs transplantation in comparison to sham and control groups at 8 weeks. *p < 0.05. **(D)** Western blotting for BDNF and NGF of the MCAO mice through A-iSCs transplantation in comparison to sham and control at 8 weeks.

### 3.5 A-iSCs Transplantation Improved the Functional Recovery of MCAO Mice

The functional recovery of MCAO mice after A-iSCs transplantation was assessed by the footprint analysis, rotarod testing, and open-field testing based on the Basso Mouse Scale (BMS) score (Figure 6). In terms of footprints, longer and narrower strides, as well as smaller rotation angles, were noticed in the A-iSCs group than in the sham and control groups (*p* < 0.05) at 8 weeks in MCAO mice (Figures 6A,B). The rotarod testing results showed a slight increase in the A-iSCs groups compared with the sham and control groups (*p* < 0.05) at 2 weeks in MCAO mice (Figure 6C), and this improvement gradually became more prominent since Week 3 till the end of testing (8 weeks). As for the modified neurological severity scores, we observed an obvious improvement in the A-iSCs group at 1-week post-transplantation compared with the sham and control groups (*p* < 0.05), and the extent of this improvement became even more significant after 3 weeks (*p* < 0.05) (Figure 6D). As the functional performances were consistent in almost all physiological examinations (Figure 5), it was reasonable to ascribe the functional recovery in MCAO mice to the transplantation of A-iSCs.

**FIGURE 6:**
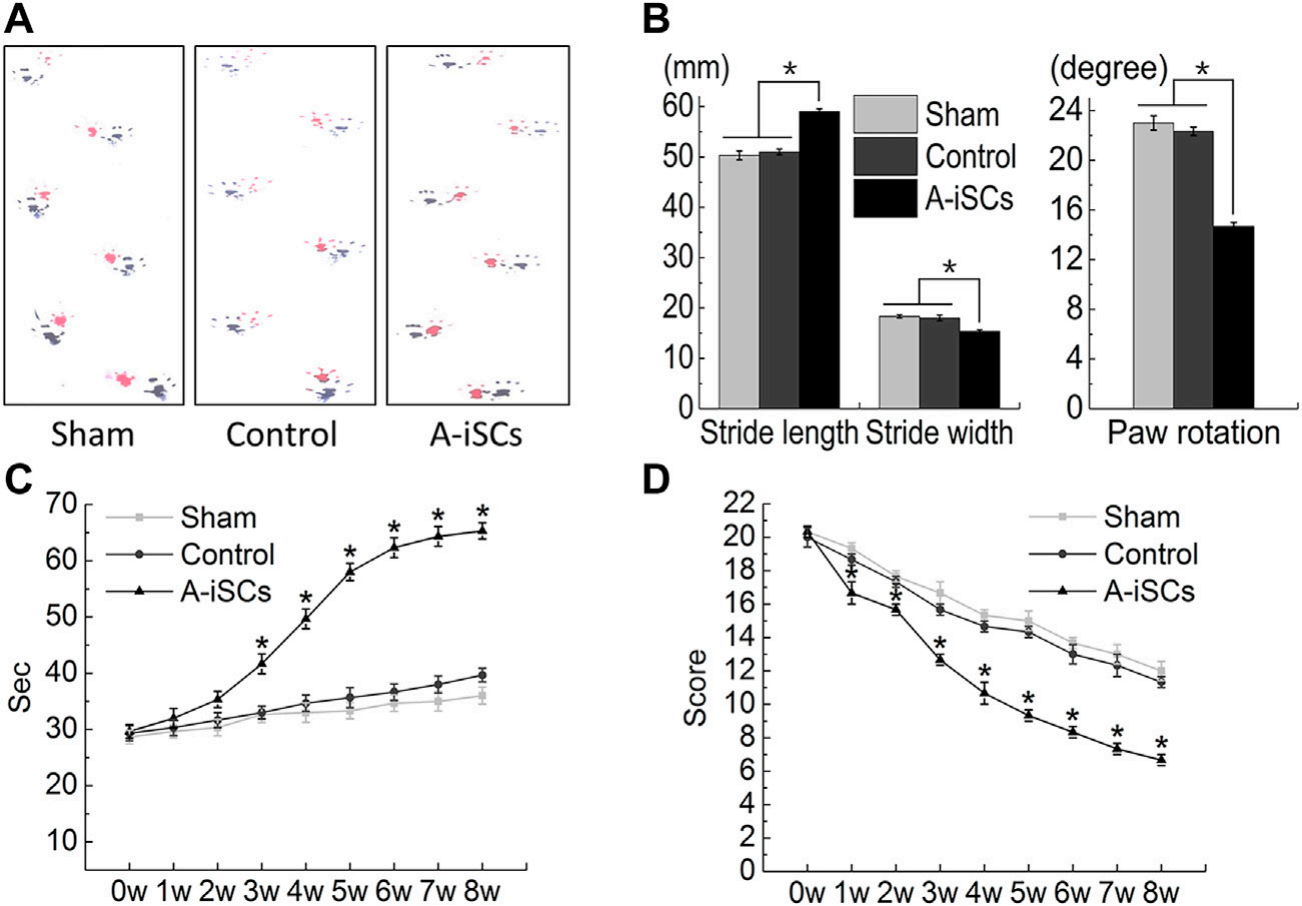
Behavioral improvement following the transplantation of A-iSCs into MCAO mice **(A–D)**. **(A,B)** The results of the footprint analyses and grip walk test of the mice with A-iSCs transplantation in comparison to those in sham and control groups at 8 weeks. **(C)** Rotarod testing of the mice with A-iSCs transplantation in comparison to those in sham and control groups over 8 weeks. **(D)** Modified neurological severity score (mNSS) testing of the mice with A-iSCs transplantation in comparison to those in sham and control groups over 8 weeks. The data are presented as mean ± SD. *p < 0.05.

## 4 Discussion

Diseases or injuries of adult mammalian neural networks tend to result in neurological deficiencies as hosts in the central nervous system limit NPCs, which remarkably bottlenecks its regenerative progress. Therefore, securing a readily available source of transplantable neural cells with an identical genetic background to patients is of great significance for cell-based neurological disease therapies. NPCs can self-renew and differentiate into neurons, astrocytes as well as oligodendrocytes, which are thus well-recognized as promising somatic stem cells for neural regeneration. However, it is not practical to obtain a sufficient number of NPCs without sacrificing tissues in the subgranular zone of the hippocampus or the ventricular subependymal zone. A series of studies have demonstrated the possibility of direct reprogramming of fibroblasts into functional neurons driven by neural tissue-specific factors (Caiazzo et al., 2011; Pfisterer et al., 2011; Son et al., 2011; Liu et al., 2012), but the involvement of ectopic transgenes or chemicals limits their practical therapeutic applications due to safety concerns. As ASTs are quite plentiful in the brain and are particularly over-proliferated in some pathological scenarios, the successful induction of ASTs into NPC-like cells would potentially provide a sufficient number of NPCs for the replenishment of neurons or other neural cell types.

Here we show that through 3D sphere culture on agarose-coated dishes, mouse ASTs were induced into NPC-like cells (A-iSCs) without the involvement of any exogenous DNA, RNA, or proteins. In this study, ASTs were isolated from the brain tissues based on recognized protocols. It was confirmed by immunostaining assay of ASTs that the starting ASTs were not contaminated by NPCs or neurons. Based on RT-PCR, immunostaining, FACS, and Western blotting results, we found that the upregulation of stem cell-associated genes was significant when the ASTs were cultured in cell spheres (induced by agarose surfaces) for 3 or 5 days. It is well accepted that the microenvironment of stem cells plays a big role in regulating the fate of the resident cells (Zhang et al., 2018), which can direct the cells to remain in a quiescent state, undergo self-renewal, exit the niche (Vazin and Schaffer, 2010), or mediate the dedifferentiation reprogramming of ectopic, or differentiated cells to corresponding stem cell phenotypes (Hendrix et al., 2007). We speculate that a microenvironment prone to the dedifferentiation of ASTs happens to be established through 3D sphere culture. 

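The DEGs of A-iSCs and ASTs were also followed from ASTs to NPCs. The AST samples were divided between the fold changes so that they shared none, in 6 splits of the 3 AST samples, while the DEGs themselves were called with all 3. Of the 7715 DEGs, 85.6% ± 0.52 (SD over the 6 splits) changed from ASTs to P56-NPCs in the same direction as from ASTs to A-iSCs. For P0-NPCs the share was 78.9% ± 0.45. Among the genes higher in A-iSCs the shares were 82.3% for P56-NPCs and 70.3% for P0-NPCs, and among the genes lower in A-iSCs they were 88.4% and 86.2%. Restricting the DEGs to a log2 fold change beyond 1 moved the shares most, to 88.3% and 80.2%. In an alternative chosen after the data were seen, the DEGs were called without the AST replicate that the NPC fold change used, and the shares were 85.7% ± 2.06 (SD over 3 splits) and 78.8% ± 2.57. A high share is expected in part because both fold changes start from ASTs. With NPC values shuffled between genes of similar expression in ASTs and A-iSCs, the share was 75.0% for both NPC groups (mean of 100 shuffles in each split). Relative to ASTs, the astrocyte and microglia marker panels rose in A-iSCs (2.17 and 2.78, log2 scale) and in P56-NPCs (3.88 and 1.53). The proliferation panel fell in both (-1.71 and -2.37), while the hypoxia and dissociation-response panels moved in opposite directions. The share for P56-NPCs therefore cannot separate a change towards NPCs from a different mix of cells or less proliferation.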

RNA-sequencing results confirmed the acquisition of key stem cell features in 3D cell spheres. Based on global gene expression profiles of A-iSCs vs ASTs, we choose the PI3K-Akt signaling pathway (Shioda, et al., 2009; Landgren and Curtis, 2011), Rap1 signaling pathway (Niola, et al., 2012), and Notch signaling pathway (Bai et al., 2007) to analyze AST conversion mechanism as these three pathways are exceptionally crucial for the neural development. 

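Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) had 15.7 ± 1.33 FPKM (SD, n = 3) in ASTs and 52.6 ± 18.3 FPKM in A-iSCs, a log2 fold change of 1.63 (standard error 0.23, adjusted p = 0.000787 from limma). With samples left out in turn it stayed at 1.37 to 1.78. Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458), which encodes FLK-1, had 2.46 ± 0.571 FPKM in ASTs and 0.511 ± 0.0748 FPKM in A-iSCs, a log2 fold change of -1.18 (standard error 0.15, adjusted p = 0.000509). Of the 7 genes for PI3K subunits, 2 were called higher in A-iSCs, 2 were called lower and 3 were not called. Pik3cd (ENSMUSG00000039936) rose from 0.460 ± 0.0962 to 4.75 ± 0.452 FPKM and Pik3cg (ENSMUSG00000020573) from 0.310 ± 0.0810 to 2.47 ± 0.237 FPKM, log2 fold changes of 1.98 and 1.40 (adjusted p = 1.55e-05 and 6.16e-05). In the same samples the microglia marker panel was 2.78 above ASTs on the log2 scale. Values of whole samples do not show which cells account for the rise of Pik3cd and Pik3cg. Pik3cb (ENSMUSG00000032462) fell from 17.8 ± 2.52 to 4.77 ± 0.517 FPKM and Pik3r3 (ENSMUSG00000028698) from 11.8 ± 0.947 to 4.09 ± 0.602 FPKM, log2 fold changes of -1.70 and -1.33 (adjusted p = 5.97e-05 and 0.000132). Pik3r1 (ENSMUSG00000041417, chromosome 13 from 101680563 to 101768217), the gene of the RT-PCR primers, had 6.92 ± 0.453 FPKM in ASTs and 7.04 ± 1.68 FPKM in A-iSCs (log2 fold change 0.00, standard error 0.16, adjusted p = 0.99). Its sign changed with the sample left out, from -0.16 to 0.11. Akt1 (ENSMUSG00000001729) had 81.1 ± 7.75 and 58.0 ± 3.42 FPKM (log2 fold change -0.47, adjusted p = 0.0163), and was not called under the other scalings, at -0.26. Nor was it called without AST replicate 1 (-0.44), AST replicate 3 (-0.43) or A-iSC replicate 1 (-0.43). Akt2 had a log2 fold change of 0.18 (adjusted p = 0.275) and was called under both other scalings, at 0.39. RNA levels do not measure the phosphorylation of Akt.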

Our results suggest that a series of critical genes were activated along the PI3K-Akt pathway through the 3D spherical culture of ASTs on 0.5% agrarose such as VEGF, PI3K, P-Akt, and FLK-1. Therefore, we believe that PI3K-AKT may be one of the pathways facilitating the conversion of ASTs to A-iSCs. Along the Rap1 signaling pathway, a series of critical genes were activated in the 3D microenvironment, such as Id1, Id2, and Id3, which act redundantly to drive stemness (Jankovic et al., 2007). 

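Id1 (ENSMUSG00000042745, chromosome 2 from 152736251 to 152737410) had 336 ± 83.4 FPKM (SD, n = 3) in ASTs and 183 ± 49.4 FPKM in A-iSCs, a log2 fold change of -0.89 (standard error 0.26, adjusted p = 0.0236 from limma). Under library size alone and upper-quartile scaling it was -0.67 and not called. Id1 also lost its call without a filter (-0.89), without AST replicate 2 (-0.69) and without A-iSC replicate 2 (-0.94). Id2 (ENSMUSG00000020644, chromosome 12 from 25093799 to 25097140) had 77.4 ± 5.82 FPKM in ASTs and 139 ± 6.28 FPKM in A-iSCs, a log2 fold change of 0.84 (standard error 0.12, adjusted p = 0.00107). Id3 (ENSMUSG00000007872, chromosome 4 from 136143497 to 136145755) had 279.5 ± 48.7 FPKM in ASTs and 224 ± 38.2 FPKM in A-iSCs, a difference of the size of the spread between samples (log2 fold change -0.32, standard error 0.20, adjusted p = 0.208). The Reactome set Rap1 signalling held 16 genes, of which 13 were tested, fewer than the 15 required for a set. Of the 13, 4 were called higher in A-iSCs and 5 were called lower.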

RAP1 is a key mediator of cell adhesion, which positively regulates integrin signaling (Boettner and Van Aelst, 2009). The broad activation of Id proteins and the inhibition of RAP1 may be a mechanism used by ASTs to acquire stem cell-associated features. 

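Hes1 (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) had 55.97 ± 12.3 FPKM (SD, n = 3) in ASTs, 11.2 ± 4.25 FPKM in A-iSCs, 7.65 ± 0.248 FPKM in P56-NPCs and 6.71 ± 0.350 FPKM in P0-NPCs. Its log2 fold change over ASTs was -2.26 in A-iSCs (standard error 0.28, adjusted p = 0.000446 from limma). It was -2.70 in P56-NPCs (standard error 0.14, adjusted p = 2.48e-06) and -2.87 in P0-NPCs (standard error 0.15, adjusted p = 8.86e-07). Each AST sample had a higher value than each sample of the other 3 groups. Both NPC groups were whole cell suspensions. Their oligodendrocyte panel reached 9.99 in P56-NPCs (0.76 in ASTs) and their neuron panel 5.13 in P0-NPCs (1.38 in ASTs), as mean log2(FPKM + 1). Their Hes1 values therefore do not measure Hes1 in NPCs alone. With samples left out in turn, the log2 fold change in A-iSCs stayed at -2.50 to -1.98. Relative to ASTs, Id1 was lower in P56-NPCs (-4.46, adjusted p = 4.02e-07) and in P0-NPCs (-2.32, adjusted p = 8.15e-06), and so was Id3 (-3.68, adjusted p = 1.44e-06, and -1.43, adjusted p = 3.59e-05). Id2 did not differ between P56-NPCs and ASTs (-0.04, adjusted p = 0.695), while with library size alone it was called, at -0.38, and with upper-quartile scaling its sign turned, to 0.12. It was higher in P0-NPCs (0.44, adjusted p = 0.0178). That call was lost without AST replicate 1 (0.42), AST replicate 3 (0.41) or P0-NPC replicate 3 (0.32).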

Along the Notch signaling pathway, Hes1, one of the genes highly expressed in NPCs, was activated in A-iSCs (Bai et al., 2007), sharing a similar expression pattern as Ids. All the above results imply that the neural precursor cells induced by 3D microenvironment culture were accompanied by the increase of PI3K-Akt, Rap1, and Notch signaling. On the other hand, through KEGG analysis of differential genes in neural precursor cells and mouse astrocytes in RNA-seq, a significant increase was also shown in PI3K-Akt, Rap1, and Notch signaling during this process. 

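Between P56-NPCs and ASTs, 5924 of 15146 genes were higher in P56-NPCs and 6032 lower, and between P0-NPCs and ASTs, 5713 of 15010 genes were higher in P0-NPCs and 6146 lower. With scaling by library size alone the counts were 4569 and 7559 for P56-NPCs and 7106 and 4860 for P0-NPCs, with median log2 fold changes of -0.34 and 0.21 against -0.03 and -0.07. With upper-quartile scaling the counts were 6500 and 5116 for P56-NPCs and 7598 and 4255 for P0-NPCs, with medians of 0.11 and 0.31. Among the genes in a Reactome set, 81.8% differed between P56-NPCs and ASTs and 80.3% between P0-NPCs and ASTs. The one-sided Fisher's exact test called 8 of 672 sets for P56-NPCs (75 at an unadjusted p under 0.05) and 2 of 670 sets for P0-NPCs (43 at an unadjusted p under 0.05). PI3K AKT activation was not among them, with 56 of 66 genes changed in P56-NPCs, 27 higher and 29 lower (adjusted p = 0.832 by Fisher's exact test). In P0-NPCs 53 of its 65 genes changed, 23 higher and 30 lower (adjusted p = 1 by Fisher's exact test). Signaling by NOTCH had 51 of 67 genes changed in P56-NPCs, 24 higher and 27 lower, and 55 of 68 in P0-NPCs, 30 higher and 25 lower (adjusted p = 1 for both by Fisher's exact test). Between A-iSCs and ASTs, 26 of 64 genes of that set changed, 16 higher and 10 lower (adjusted p = 1 by Fisher's exact test). From its preceding results, which include the RT-PCR genes, the paper proposes that the conversion of ASTs was accompanied by an increase in PI3K-Akt, Rap1 and Notch signaling. It gives the KEGG result for NPCs and ASTs as a further point, from sets that were not used here.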

The rise of PI3K-Akt, Rap1, and Notch-related genes has been confirmed to play an important role in driving the expression of stemness-related genes. Taken together, our results strongly support the notion that A-iSCs were possibly derived through multiple mechanisms, including PI3K-Akt signaling pathway, Rap1 signaling pathway, and Notch signaling pathway.

In the animal model of MCAO, the transplantation of NPCs was proven to be effective for ameliorating behavioral deficits (Mack, 2011). Recently, there has been more involvement of stem cells, such as NPCs (Pandamooz et al., 2018), ESC-derived cells (Iwai et al., 2015), and MSCs (Ye et al., 2018) so as to mitigate inflammation and replenish damaged neural cells in animal models of SCI (Tetzlaff et al., 2011; Mothe and Tator, 2013; Volarevic et al., 2013) and PNI (Goel et al., 2009; Cotter et al., 2010; Tang et al., 2013). Despite these advancements in cell therapy strategies, the functions of particular cells of interest in one of the animal models are investigated in most of the studies on cell-therapies, e.g., in most of the cases, PNI overlooks the complexity of the mammalian neural system and excludes the possibility of general application of particular cells in the whole neural system. Herein the current study, we have demonstrated that the local transplantation of A-iSCs successfully ameliorated all kinds of the lesions in MCAO model. At the sites of lesions, a portion of loaded A-iSCs (GFP-labeled) was found positive for NeuN, Tuj1, and Map2 in the A-iSCs treated group among the three injured models (experimental data not shown for models of spinal cord injury and peripheral nerve injury) indicating the development of A-iSCs toward neuronal phenotypes. More remarkably, a significant functional improvement was detected following the receipt of A-iSCs. The gradual sensorimotor improvement after over 8 weeks with A-iSCs suggested the true recovery-enhancing effect of A-iSCs in all three models (experimental data were not shown for models of spinal cord injury and peripheral nerve injury). As a portion of the transplanted A-iSCs expressed a series of mature neuronal markers, such as NeuN and Map2, at the injured sites, it was likely that the functional improvement was ascribed to the derivation of neurons from some of the A-iSCs, according to a hypothesis proposed in a previous study in which grafted mouse ESC-NPCs differentiated into mature neurons 12 weeks after transplantation. In addition, neural cell replacement mechanisms, several other possible explanations for the efficacy of engrafted cells have been suggested, such as remyelination, growth support, neuroprotection, and immunomodulation (Volarevic et al., 2013). It was found in our study that the expression of BDNF and NGF at gene and protein levels in the lesion tissues of A-iSCs group significantly increased compared to those of sham and control groups (*p* < 0.05) in all the injured models (Figure 5). In this sense, the transplanted A-iSCs possibly function in an indirect manner in regenerating nerves, besides being directly converted into new neurons. The investigation into exact mechanisms directing ASTs into A-iSCs followed by the regeneration of neurons are warranted in the future.

Unlike the tissue engineering-oriented hydrogels we previously reported for cell loading (Zhong et al., 2015; Li et al., 2017; Zhang, et al., 2018; Xie et al., 2020), the agarose surfaces in the current study were solely employed to induce the conversion of phenotypes of cells by forming cell spheres. The material itself is not entrapped into cell spheres or transplanted into animal bodies, so the agarose surfaces would minimize safety concerns, which would facilitate the translational medicine research projecting clinical applications of A-iSCs in the near future.

## 5 Conclusion

The proof-of-concept study demonstrates that mouse astrocytes can be induced into NPC-like cells through physical induction by culturing on agarose substrates without using any exogenous genes, RNAs, or proteins. The astrocytes agglomerated into 3D spheres exhibited similar morphological and molecular features to those of NPCs, the characteristics of self-renewal, and differentiation into functional neurons. The derived neurons still survived in a 2D culture environment after 5 months of monitoring. 3D sphere culture of astrocytes provides another perspective for understanding the regulation of cell stemness and sheds light on developing a safe as well as practical technique to obtain NPC-like cells through physical approaches. Animal experiments indicated that the local transplantation of A-iSCs promoted nerve regeneration and improved nerve functions in the mouse MCAO model. Therefore, our findings develop a cell platform to understand the trans-differentiation of cells among neural lineages and to evaluate the therapeutic potentials of the NPC-like cells derived in models with neural injuries.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database, accession numbers GSE197711, and GSM5928599–GSM5928610.

# Supplementary material for: Derivation of Stem Cell-like Cells From Spherical Culture of Astrocytes for Enhanced Neural Repair After Middle Cerebral Artery Occlusion
**Source:** Front Bioeng Biotechnol. 2022 Apr 4;10:875514. doi: 10.3389/fbioe.2022.875514
**Supplement:** Supplementary file 4

**Additional information:**

**Table S1. Primer sequences for quantitative real-time PCR used in this study.**

| **Gene name** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| Nestin | GGCATCCCTGAATTACCCAA | AGCTCATGGGCATCTGTCAA |
| Sox2 | AGCAACGGCAGCTACAGCATGA | CTGCGAGCTGGTCATGGAGTTGTA |
| Pax6 | TGCCCTTCCATCTTTGCTTG | AGCCTCAATCTGCTCTTGGGT |
| 4-Oct | CGACCGCCCCAATGC | TGGGACTCCTCGGGAGTTG |
| Nanog | AGGCCTGGACCGCTCAGT | AGTTATGGAGCGGAGCAGCAT |
| Sox10 | GGAGGTTGCTGAACGAAAGTG | GAGCCTCTCAGCCTCCTCAA |
| Pax3 | ATGGTTGCGTCTCTAAGATCCTG | GCGTCCTTGAGCAATTTGTC |
| VEGF | TGCACCCACGACAGAAGGAGA | GCACTCCAGGGCTTCATCGTT |
| PI3K | ATGCACGGCGATTACACTCTTAC | ACTGGGTAGAGCAACTTCACATCC |
| PCNA | GAACCTCACCAGCATGTCCAAAAT | TTCACCCGACGGCATCTTTATTAC |
| P-Akt | AACAGAACGACCAAAGCCAAATAC | TGGGCTACAATTCATCCTCTCCT |
| FLK-1 | CTTCTGCAAAACACTCACCATTCC | GGATACCTAGCGCAAAGAGACACA |
| Id1 | CCTAGCTGTTCGCTGAAGGC | CTCCGACAGACCAAGTACCAC |
| Id2 | ATGAAAGCCTTCAGTCCGGTG | AGCAGACTCATCGGGTCGT |
| Id3 | TGTCGTCCAAGAGGCTAAGAG | TGCTACGAGGCGGTGTGCTG |
| Hes1 | GTTGTTTCACACGAGCCGTTCGCGTG | CACGCGAACGGCTCGTGTGAAA |
| Rap1G | CTCGCTCAAGTATGATGTCATCG | GGTAAAGCACGGGGTAGAATC |
| GAPDH | ACTTCAACAGCAACTCCCACTC | TAGGCCCCTCCTGTTATTATGG |

**Table S2. Summary of sequencing data quality.**

| **Sample** | **Raw_reads** | **Clean_reads** | **Error_rate** | **Q20** | **Q30** | **GC_pct** |
| --- | --- | --- | --- | --- | --- | --- |
| AST-1 | 85273304 | 82219056 | 0.03 | 97.05 | 92.22 | 49.9 |
| AST-2 | 110808524 | 106896100 | 0.03 | 96.79 | 91.69 | 49.08 |
| AST-3 | 94026028 | 91338756 | 0.03 | 96.75 | 91.61 | 49.95 |
| A-iSC-1 | 97377036 | 93264400 | 0.03 | 96.85 | 91.8 | 48.57 |
| A-iSC-2 | 109146708 | 104502320 | 0.03 | 96.85 | 91.83 | 49.17 |
| A-iSC-3 | 119500508 | 115504604 | 0.03 | 96.91 | 91.95 | 49.83 |
| P56-NPC-1 | 117588276 | 114277112 | 0.03 | 96.78 | 91.65 | 47.89 |
| P56-NPC-2 | 113922224 | 110587324 | 0.03 | 96.81 | 91.72 | 47.95 |
| P56-NPC-3 | 112925484 | 109801740 | 0.03 | 96.92 | 91.92 | 47.72 |
| P0-NPC-1 | 101428140 | 97288044 | 0.03 | 96.98 | 92.1 | 49.55 |
| P0-NPC-2 | 132385148 | 127027424 | 0.03 | 96.96 | 91.97 | 49.25 |
| P0-NPC-3 | 129547888 | 123757632 | 0.03 | 96.96 | 92.02 | 48.98 |

How the deposited data were processed for this re-analysis (not part of the article)

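RNA of 12 samples was analysed, 3 each of ASTs, A-iSCs, P56-NPCs and P0-NPCs. The paper states that libraries were made with a NEBNext Ultra kit and sequenced as paired-end reads on an Illumina HiSeq platform, and that reads with adapters, poly-N or low quality were removed. The authors deposited a single table of FPKM, the number of fragments corrected for gene length in kilobases and for library size, with 55862 genes and 1 column per sample. The gene lengths used for the FPKM, in bases, are a further column of the deposited table. Neither the paper's text nor the table names the unit, the aligner or the annotation release. The unit was found from the values, since each value multiplied by the gene length was a whole multiple of a single step within its sample. Of 55240 gene identifiers shared with GENCODE M21, 54985 had the same chromosome, start and end, so positions are on GRCm38. A total of 35208 genes had a value above 0 in any sample. The columns were matched to the groups by their names, which are the sample names of Supplementary Table S2.

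The fragments of each gene were recovered from the FPKM and the gene length, and the steps gave the library size behind each column. These library sizes were the counted totals multiplied by a median-of-ratios factor, so the values already included a scaling between samples. The recovered fragments per sample ranged from 17077780 to 24452419, and 3 fragments corresponded to 0.103 to 0.187 FPKM for a gene of 1 kilobase. These floors cover counting error only, since the libraries carry no molecular identifiers that the paper names.

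Groups were compared 2 at a time, as the paper's methods state, in 5 comparisons: A-iSCs with ASTs, each NPC group with ASTs, and A-iSCs with each NPC group. Because the table holds FPKM, limma 3.58.1 in R 4.3.3 was run on log2(FPKM + 1) with lmFit and eBayes with a trend, over genes with a mean FPKM of at least 1 in at least 1 of the 2 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The paper's methods name DESeq2, which was not run here. Count tests were kept for counts as deposited, and the recovered fragments were tested with limma-voom instead. On simulated data with 200 changed genes among 12709, the test called 196 of the changed genes, all in the right direction, and 23 unchanged genes, which were 10.5% of its calls. With the replicate block it called 193 of the changed and 32 of the unchanged genes. The share of 10.5% was above what an adjusted p under 0.05 aims at. A planted set was called and 0 of the random sets, among 201 sets tested. The simulated genes were independent, with a dispersion of 0.02, and few were changed. In the data 54.8% of genes differed between A-iSCs and ASTs, so the simulation does not show how the set test behaves there.

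Gene sets were the mouse Reactome sets of the fgsea package 1.28.0 with 15 to 500 tested genes. Each set was compared with the tested genes that have an Entrez identifier and lie in any set, by a one-sided Fisher's exact test over higher and lower genes together, with Benjamini-Hochberg adjustment over all sets and over 14 listed sets alone. The GO and KEGG sets that the paper used were not used here. Distances between samples were root mean square differences of log2(FPKM + 1) over genes with a mean FPKM of at least 1 in any group. Marker panels of 10 kinds were averaged per sample on the same scale and compared by exact two-sided permutation tests, for which 3 samples against 3 cannot give a p under 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and for the figures.

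For the distances and the panels, log2(FPKM + 1) and the filter on the mean FPKM took the place of the log2 CPM and the filter on counts that had been planned for a table of counts. The comparisons, tests, filters, marker panels, listed sets, alternatives and the rule for naming genes were fixed before the data were examined, apart from the exceptions given here. The rule named every gene the paper names for the RNA-seq or RT-PCR data, the genes of the marker panels, and the 5 largest and 5 smallest log2 fold changes of A-iSCs over ASTs among protein-coding DEGs with a mean log2 CPM of at least 3 and no overlap between groups. Such a lack of overlap arises by chance in 10% of genes with 3 samples against 3. A few genes and sets that these rules name are not reported here. The alternatives were upper-quartile scaling, scaling by library size alone, no filter, all 4 groups in the model, the replicate number as a block, a pseudocount of 0.1, a log2 fold change beyond 1, an adjusted p under 0.01, leaving out each sample in turn, and, for the sets, other backgrounds, single directions and limma's cameraPR test with an inter-gene correlation of 0.01. Chosen after the data were seen were limma-voom on the recovered fragments, distances over the Figure 2B genes alone, DEGs called without the AST replicate of the NPC fold change and the shuffled NPC values beside them, the threshold for reporting panel differences, and the naming of Xist and 4 Y-linked genes. No sample and no column of per-sample values was left out.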

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

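Marker panels for 10 cell types or states were compared between ASTs and each other group, and 8 of the 30 differences were more than 2 on the log2 scale with every sample above every AST sample. The paper does not report on these panels, and the threshold of 2 was chosen after the values were seen. It was applied to rises only, and in P56-NPCs the proliferation (-2.37) and fibroblast (-2.13) panels were more than 2 below ASTs. The tests given here were also chosen only after the results were seen. Each difference had an exact two-sided permutation p = 0.1, the smallest that 3 samples against 3 allow. By chance, 5% of genes would be higher in every sample of a group than in every AST sample. A count of such genes cannot separate a larger number of cells of a type from higher expression of its markers in the cells already present, so no biological explanation was separated from a mixed sample.

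In A-iSCs, the microglia panel of 13 genes was 2.78 above ASTs (6.03 ± 0.21 against 3.25 ± 0.19, mean log2(FPKM + 1), SD, n = 3). The authors' scaling did not account for it, since it was 2.98 with library size alone. Gene length and expression level did not account for it either, since 0 of 10000 random lists matched on both were as extreme in the median difference of their genes. No single A-iSC library carried it, since the smallest difference with an A-iSC library left out was 2.67. All 13 genes were higher in every A-iSC library than in every AST library. A larger share of microglia in the A-iSC samples is a candidate explanation that remains.

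The astrocyte panel of 10 genes was 2.17 higher in A-iSCs (5.73 ± 0.41 against 3.56 ± 0.06, SD, n = 3), 2.36 with library size alone and matched by 0 of 10000 random lists. In A-iSCs 9 of its 10 genes were higher in every A-iSC library than in every AST library. A larger share of astrocytes and higher expression of these genes in the same cells could both give this, and the test does not tell them apart. In P56-NPCs the same panel was 3.88 higher than in ASTs (7.44 ± 0.08), 3.53 with library size alone and matched by 0 of 10000 lists. All 10 of its genes were higher in every P56-NPC library. A larger share of astrocytes in the P56-NPC samples is a candidate explanation that remains, as is a different state of the astrocytes.

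The largest of the 8 differences was that of the oligodendrocyte panel of 7 genes, which was 9.23 higher in P56-NPCs than in ASTs (9.99 ± 0.11 against 0.76 ± 0.02, SD, n = 3). It was 8.85 with library size alone, 0 of 10000 matched lists were as extreme, and all 7 genes were higher in every P56-NPC library than in every AST library. The panel of oligodendrocyte precursors, also of 7 genes, was 2.86 higher in P56-NPCs, 2.54 with library size alone and matched by 2 of 10000 lists, with all 7 genes higher in every P56-NPC library. Oligodendrocytes and their precursors in the cell suspensions dissociated from the subependymal zone are a candidate explanation for both, which these tests leave open.

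The neuron panel of 11 genes was 2.19 higher in P56-NPCs than in ASTs and 3.74 higher in P0-NPCs (1.38 ± 0.06 in ASTs, 3.57 ± 0.13 in P56-NPCs and 5.13 ± 0.14 in P0-NPCs, SD, n = 3). With library size alone the differences were 1.89 and 3.99, and 0 of 10000 matched lists were as extreme in either group. In P56-NPCs 9 of the 11 genes were higher in every library than in every AST library, and in P0-NPCs all 11 were. Neurons in the P0-NPC samples are a candidate explanation that remains. For the P56-NPC samples the same explanation cannot be told apart from a change in part of the genes.

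The endothelial panel of 7 genes was 2.10 higher in P0-NPCs than in ASTs (2.77 ± 0.16 against 0.67 ± 0.07, SD, n = 3), 2.31 with library size alone and matched by 13 of 10000 lists. All 7 genes were higher in every P0-NPC library than in every AST library. Endothelial cells in the suspensions dissociated from the hippocampus are a candidate explanation that remains.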

How the results depend on the processing

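Results were recomputed under each alternative, with the rest of the processing kept. The alternatives that use DESeq2 were set for a table of counts and were not run on the recovered fragments, which were tested with limma-voom only. Where a result changed, the cause was not tested, unless a value is given for it.

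A requirement of a log2 fold change beyond 1 reduced the counts of higher and lower genes to 1470 and 1547 for A-iSCs over ASTs, 3341 and 2754 for P56-NPCs over ASTs, 3029 and 2813 for P0-NPCs over ASTs, 1473 and 2506 for A-iSCs over P56-NPCs, and 2142 and 2388 for A-iSCs over P0-NPCs. With library size alone, 8329 genes were higher and 2857 lower in A-iSCs than in P56-NPCs, along with a median log2 fold change of 0.49. Without a filter, 8597 genes were higher in P0-NPCs than in ASTs. Of the counts of genes, 77 of those under the other alternatives and all 60 with a sample left out stayed within 1.5 times the reported count. For A-iSCs over ASTs the counts with a sample left out ranged from 2799 to 4181 higher and from 3281 to 4756 lower genes. Upper-quartile scaling turned a majority of lower genes into a majority of higher genes for A-iSCs over ASTs (60.9% of calls higher, against 46%), for P0-NPCs over ASTs (64.1%, against 48.2%), for P56-NPCs over ASTs (56%, against 49.5%) and for A-iSCs over P56-NPCs (52.4%, against 49.4%). Library size alone did so for A-iSCs over ASTs (60.4%), P0-NPCs over ASTs (59.4%) and A-iSCs over P56-NPCs (74.5%), and no filter for A-iSCs (50.3%), P56-NPCs (54.4%) and P0-NPCs (55.5%) over ASTs. A log2 fold change beyond 1 turned the majority for both NPC groups over ASTs, and an adjusted p under 0.01 for P56-NPCs over ASTs. With a sample left out it turned for P56-NPCs over ASTs without P56-NPC replicate 1 (50.2%) or 3 (50.1%) and for A-iSCs over P56-NPCs without A-iSC replicate 3 (50.6%). In P56-NPCs, library size alone gave 37.7% of calls higher, and in A-iSCs over P0-NPCs, upper-quartile scaling gave 38.5%, against 48.3%. The mean correlation of residuals between samples with the same replicate number was -0.06, -0.02, -0.09 and -0.06 in the comparisons other than A-iSCs with ASTs, and the block changed none of their gene counts by more than 1.5 times.

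Single genes were followed for 100 pairs of a gene and a comparison, the Figure 2B genes in all 5 comparisons, the Rap1 and Notch genes in those with ASTs, and the other genes the paper names, Gapdh, Actb and the extreme fold changes in A-iSCs over ASTs only. The marker panels were not followed gene by gene. Of these, 666 results under the alternatives kept their direction and call, 9 lost and 19 gained a call, and 6 changed sign. The 6 were Rfx4 in A-iSCs over P56-NPCs with library size alone (0.40), Ncan in A-iSCs over P0-NPCs with upper-quartile scaling (-0.19) and with library size alone (-0.07), Tubb3 in A-iSCs over ASTs with each of these scalings (0.10), and Id2 in P56-NPCs over ASTs with upper-quartile scaling (0.12). With samples left out in turn, 563 kept direction and call, 20 lost and 2 gained a call, and 15 changed sign. Among the pairs followed, the ranges of the genes with a change of sign were -0.08 to 0.14 for Pik3ca, -0.16 to 0.11 for Pik3r1, -0.05 to 0.37 for Pik3r2, -0.27 to 0.10 for Tubb3 and -1.09 to 1.61 for Gapdh (A-iSCs over ASTs), -0.09 to 0.04 for Id2 (P56-NPCs over ASTs), -0.04 to 0.13 for Rfx4 (P0-NPCs over ASTs) and -0.07 to 0.11 for Ncan (A-iSCs over P0-NPCs). None of these was called with all samples. Over all tested named genes, marker panels included, 19 of 635 such pairs took both signs with samples left out in turn, and 0 of the 19 were called with all samples.

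The number of Reactome sets depended on the setting more than the number of genes did. For A-iSCs and ASTs it was 130 among lower genes only, 79 with cameraPR, 61 with all tested genes that have an Entrez identifier as background, and 32 to 53 with a sample left out. For P56-NPCs and ASTs it was 86 with a log2 fold change beyond 1, 56 among higher and 193 among lower genes only, 148 with cameraPR, 14 with all tested genes as background, 28 with the block, and 0 to 52 with a sample left out, where the 0 was without AST replicate 2 (59 sets at an unadjusted p under 0.05). For P0-NPCs and ASTs it was 43 with a log2 fold change beyond 1, 38 among higher and 123 among lower genes only, and 38 with cameraPR. It was 0 with all tested genes as background (42 unadjusted), 0 with limma-voom on recovered fragments, chosen after the data were seen (45 unadjusted), and 0 to 4 with a sample left out (35 to 44 unadjusted). For the listed sets, 256 results kept their side of the threshold, 28 gained and 10 lost a call, and with samples left out 240 kept it, 6 gained and 6 lost a call. The PI3K-Akt, Notch and VEGF sets were called under none of the settings run in any of the 3 comparisons.

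The ratio of distances stayed above 1 under each alternative. For P56-NPCs it was 1.55 over the 1000 most variable genes, 1.19 over genes with a mean log2 CPM of at least 3, 1.75 with 1 minus the Spearman correlation and 1.54 over the Figure 2B genes, an alternative chosen after the data were seen. For P0-NPCs it was 1.26 with library size alone and, in the same order, 1.31, 1.21, 1.84 and 1.06. The share of DEGs with the same direction in NPCs was 88.3% (P56-NPCs) and 80.2% (P0-NPCs) for DEGs beyond a log2 fold change of 1.

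Among the panel differences of A-iSCs and ASTs, the panel median in place of the mean gave 1.40 for astrocyte, 0.25 for neuron, 2.19 for oligodendrocyte precursor, 2.08 for oligodendrocyte, -0.01 for endothelial, -2.33 for fibroblast, -2.05 for proliferation and 0.64 for hypoxia genes. A pseudocount of 0.1 gave 2.50 for astrocyte, 0.41 for neuron, 3.12 for microglia, 1.94 for oligodendrocyte precursor, 2.33 for oligodendrocyte, -0.57 for endothelial, -2.11 for fibroblast and -1.91 for proliferation genes. Library size alone gave 0.16 for neuron, 1.19 for oligodendrocyte precursor, 1.38 for oligodendrocyte, -1.77 for fibroblast, -1.53 for proliferation and 0.40 for hypoxia genes. All 180 panel differences with a sample left out moved by less than 1 SD between samples.

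The filter on the mean FPKM left Zbtb16 out of the comparison of A-iSCs with ASTs and Nanog out of all comparisons. Pou5f1 had 0 fragments in ASTs, A-iSCs and P56-NPCs, so at this depth its expression was not detectable there.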

Differences from the paper's values

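The numbers of genes higher and lower in A-iSCs than in ASTs were 3550 and 4165, against the paper's 4916 and 4568, and each lay within 1.5 times the paper's number. The paper has more upregulated than downregulated genes, and here more genes were lower than higher. More genes were higher with upper-quartile scaling (4466 against 2868), with library size alone (4563 against 2989) and without a filter (4336 against 4289), all set before the data were examined.

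The paper states that RNA-seq and RT-PCR show the same patterns and that the genes assayed rose in spheres over time, apart from Rap1gap. In the RNA-seq values, Hes1 (-2.26), Kdr (-1.18), Id1 (-0.89) and Pcna (-0.64) had negative log2 fold changes in A-iSCs over ASTs and were called lower. Pik3r1 (0.00) and Id3 (-0.32) were not called, and Rap1gap was called higher (0.77). Of the alternatives set before the data were examined, none called Hes1, Kdr, Id1, Id3 or Pcna higher, and none called Pik3r1. Akt2 was called higher with upper-quartile scaling and with library size alone (0.39 each). The paper describes Hes1 as highly expressed in NPCs, and its log2 fold change over ASTs was -2.70 in P56-NPCs and -2.87 in P0-NPCs. Both NPC groups were suspensions dissociated from tissue with markers of other cell types, so these values do not measure Hes1 in NPCs alone.

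In Figure 2B the paper draws ASTs lowest for the stem cell-associated genes and states that these genes rose in spheres. ASTs had the lowest mean of the 4 groups for 4 of the 10 genes reported here, and not for Sox2, Nes, Olig2, Ncan, Fabp7 and Pax6. Nes was highest in ASTs and lower in A-iSCs (-1.47). Pax6, Fabp7 and Gpm6a were not called. Pax6 was called with upper-quartile scaling (0.33) and Fabp7 with library size alone (0.51).

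The paper states that A-iSCs and NPCs were similar in global expression, and closely so in the NPC-associated patterns of Figure 2B. Over all expressed genes the distance of A-iSCs to P56-NPCs was 1.26 times, and that to P0-NPCs 1.23 times, the distance to ASTs. The distance between the NPC groups was 1.15, against 1.19 and 1.16 from A-iSCs to P56-NPCs and P0-NPCs. The distances from ASTs to P56-NPCs and P0-NPCs were 1.48 and 1.31, so A-iSCs lay closer to both NPC groups than ASTs did. The ratio nearest to 1 was that for P0-NPCs over the Figure 2B genes alone, 1.06, an alternative chosen after the data were seen.

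The paper lists PI3K-Akt signaling among the pathways enriched in the DEGs of A-iSCs, from KEGG sets. With Reactome sets, PI3K AKT activation had adjusted p = 1 by Fisher's exact test, and 24 of its 36 changed genes were lower in A-iSCs. The paper states that PI3K-Akt and Notch signaling rose in NPCs over ASTs, and the Reactome sets for these pathways were not called in either NPC group under the settings run. The genes of the KEGG and Reactome sets were not compared, so these results do not test the paper's KEGG results.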

Other observations

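The tests in this part were chosen only after the results they concern were seen.

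For each comparison, the 6 samples can be split into 3 and 3 in 10 ways, of which 4 part all 3 pairs of samples with the same replicate number, and the others part 1 pair. Of those 4 splits, 1, the real one, gave as many DEGs between A-iSCs and ASTs, and the same held for P56-NPCs and ASTs, P0-NPCs and ASTs, A-iSCs and P56-NPCs, and A-iSCs and P0-NPCs. For the number of Reactome sets between A-iSCs and ASTs, P56-NPCs and ASTs, and P0-NPCs and ASTs, 1 of the 4 splits gave as many, again the real one. The other 9 splits gave 0 genes past the adjusted threshold in each comparison. At an unadjusted p under 0.05 they gave 14 to 1664 genes for A-iSCs and ASTs, 15 to 76 for P56-NPCs and ASTs, 15 to 68 for P0-NPCs and ASTs, 26 to 423 for A-iSCs and P56-NPCs, and 19 to 316 for A-iSCs and P0-NPCs. Without any called gene the set test could give only 0 sets in those splits, so the numbers of sets add nothing to the numbers of genes. With so few splits the share cannot fall under 0.05, so a grouping by chance cannot be excluded by this test.

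The proliferation panel of 13 genes was lower in A-iSCs than in ASTs by 1.71 on the log2 scale (2.73 ± 0.07 against 4.44 ± 0.02, SD, n = 3, exact two-sided permutation p = 0.1, the smallest that 3 samples against 3 allow). With library size alone the difference was -1.53, and 0 of 10000 random lists matched on length and expression were as extreme. All 13 genes were lower in every A-iSC library than in every AST library, where chance gives 5% of genes. The panel was also below ASTs in P56-NPCs (-2.37, all 13 genes below every AST library). In P0-NPCs it was -0.72, with 11 genes called lower and 1 called higher. A smaller share of dividing cells in the A-iSC samples is a candidate explanation that remains, beside lower expression of these genes in the same cells. The fibroblast panel of 8 genes was also lower in A-iSCs, by 1.90, and the neuron panel differed by 0.07 (exact permutation p = 0.4).

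Gapdh, the reference of the RT-PCR, had 32.9 ± 26.9 FPKM (SD, n = 3) in ASTs and 42.2 ± 35.9 FPKM in A-iSCs, with a log2 fold change of 0.14 (standard error 1.43, adjusted p = 0.939 from limma). AST replicate 2 had 229 fragments against 2864 and 4184 in the other two, and A-iSC replicate 3 had 221 against 4491 and 6961. All 6 NPC libraries were low as well, with 99 to 169 fragments, so 8 of the 12 libraries were low and 4 were high. Of 7805 genes above 10 FPKM only 1, Gapdh itself, moved the same way by at least 1 on the log2 scale in AST replicate 2 and A-iSC replicate 3. Across those genes the shifts of these 2 libraries from the others of their groups had a correlation of -0.63, so genes tended to move in opposite directions in them. A single batch that moved many genes the same way as Gapdh in both libraries is therefore not behind the pattern, which cannot be told apart from separate batch effects in each library. Reads shared with pseudogenes could be behind it, since 75.7% of the 1296 windows of 125 bases in the Gapdh mRNA occur in transcripts of other genes, 60 genes in all. Those genes had 1978 fragments in AST replicate 2 against 1250 and 1345 in the other AST libraries, and 1043 in A-iSC replicate 3 against 1326 and 1717, so fragments counted on them do not account for the loss on Gapdh. Shared reads can also be left uncounted, and the aligner and its handling of such reads are not named in the paper's text, so the pattern cannot be told apart from this explanation. The GAPDH primer pair matched 5 genes, and no biological explanation was tested.

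Vegfa was higher in A-iSCs, and low oxygen in the spheres was tested as an explanation. The mean of the 9 other genes of the hypoxia panel differed between A-iSCs and ASTs by 0.04 on the log2 scale, with 4 of the 9 called higher and 3 called lower. Bnip3 (1.91), Egln3 (1.65), Ankrd37 (1.23) and Slc2a1 (0.49) were called higher, and Adm (-2.25), Ndrg1 (-1.56) and Pgk1 (-0.88) were called lower. The mean averages genes that moved in opposite directions, so it speaks only against a rise shared by all 9 genes. It cannot decide whether low oxygen was behind the rise of Vegfa. The whole panel of 10 genes, Vegfa included, differed by 0.20 with the authors' scaling, by 0.40 with library size alone and by 0.64 when its median was taken, so a rise in part of these genes is not excluded.

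Removing the marker genes of all panels kept 16444 of 16568 genes and left the ratios of distances at 1.26 and 1.23, as with them. So few genes could hardly move a distance over all genes, and the distances cannot be told apart from a different mix of cell types by this test. ASTs and A-iSCs were also cultured cells from the same tissue, while both NPC groups were suspensions from other regions of the brain, and the design does not separate culture and region from cell type.

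Xist rose from 0.33 ± 0.07 FPKM (SD, n = 3) in ASTs to 1.03 ± 0.15 FPKM in A-iSCs, on 84 to 146 and 369 to 515 fragments, and was named after its values were seen. With a larger share of female cells the Y-linked genes would fall, but the mean of 4 Y-linked genes differed by 0.13 on the log2 scale, and 4 genes are too few to exclude a small change of the share. The rise cannot be told apart from this explanation, and no biological explanation was tested.

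Among genes the paper measured by RT-PCR or protein staining in other samples, Pou5f1 (Oct4) had 0 fragments in ASTs, A-iSCs and P56-NPCs. Nanog was counted on 6 to 13 fragments per AST sample and 4 to 9 per A-iSC sample. Sox10 rose from 0.279 ± 0.174 FPKM (SD, n = 3) in ASTs to 11.2 ± 2.03 FPKM in A-iSCs, against 72.4 ± 6.43 FPKM in P56-NPCs. Pax3 had 0.901 ± 0.181 FPKM in ASTs and 0.369 ± 0.218 FPKM in A-iSCs and was not tested. Tubb3 did not differ between A-iSCs and ASTs (-0.11, adjusted p = 0.706 from limma), and its sign depended on the scaling. Map2 was not called (0.55, adjusted p = 0.0751), but was with the replicate block (adjusted p = 0.0329) and under both other scalings (0.74). Bdnf (-1.88, adjusted p = 1.94e-05) and Alpl (-0.67, adjusted p = 0.00532) were lower in every A-iSC sample than in every AST sample.

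The primer sequences were searched in the annotated transcripts. The pairs for Nestin, Sox2, Pax6, Oct4, Nanog, Sox10 and Pax3 each matched a single gene, the gene of that name. In the Hes1 pair, the reverse complement of a primer lies inside the other primer.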
